# Spt4 facilitates the movement of RNA polymerase II through the +2 nucleosomal barrier

**DOI:** 10.1016/j.celrep.2021.109755

**Published:** 2021-09-29

**Authors:** Ülkü Uzun, Thomas Brown, Harry Fischl, Andrew Angel, Jane Mellor

**Keywords:** spt4, spt5, transcription elongation, RNAPII, Saccharomyces cerevisiae, Nucleosome, NET-seq, TEF-seq, MNase-seq

## Abstract

Spt4 is a transcription elongation factor with homologs in organisms with nucleosomes. Structural and *in vitro* studies implicate Spt4 in transcription through nucleosomes, and yet the *in vivo* function of Spt4 is unclear. Here, we assess the precise position of Spt4 during transcription and the consequences of the loss of Spt4 on RNA polymerase II (RNAPII) dynamics and nucleosome positioning in *Saccharomyces cerevisiae*. In the absence of Spt4, the spacing between gene-body nucleosomes increases and RNAPII accumulates upstream of the nucleosomal dyad, most dramatically at nucleosome +2. Spt4 associates with elongating RNAPII early in transcription, and its association dynamically changes depending on nucleosome positions. Together, our data show that Spt4 regulates early elongation dynamics, participates in co-transcriptional nucleosome positioning, and promotes RNAPII movement through the gene-body nucleosomes, especially the +2 nucleosome.

## Highlights

• Spt4 regulates transcription dynamics in early elongation
• Spt4/5 oscillate on and off RNAPII based on the position of nucleosomes
• Spt4 affects co-transcriptional nucleosome positioning of the gene-body nucleosomes
• Transcription through the +2 nucleosomal barrier requires Spt4

## Introduction

In eukaryotes, nucleosomes limit access to DNA and thus act as intrinsic barriers to DNA-dependent processes including RNA polymerase II (RNAPII) transcription (Kornberg, 1974; Zhou et al., 2019). Transcription requires the sequential breaking of interactions between nucleosomal DNA and histones and reassembling the nucleosome after RNAPII has passed (Kujirai and Kurumizaka, 2020). A wide range of factors are implicated in assisting RNAPII through nucleosomes, but how they function in the cell is not yet clear (Clapier et al., 2017; Ehara et al., 2019; Farnung et al., 2018; Gurova et al., 2018; Venkatesh and Workman, 2015). One such factor is the DRB (5,6-dichloro-1-β-D-ribofuranosylbenzimidazole)-sensitivity inducing factor (DSIF) complex in metazoans, also known as the Spt4/5 complex in yeasts, which is required for efficient transcription on chromatin (Crickard et al., 2017; Ehara et al., 2019; Kujirai and Kurumizaka, 2020; Vos et al., 2020). Spt4 is one of the most highly conserved transcription elongation factors (TEFs) in archaea and eukaryotes, and its partner Spt5 is conserved in all three kingdoms (Hartzog and Fu, 2013; Ponting, 2002). Structural studies demonstrated that the Spt4/5 complex locates on top of the RNAPII active cleft and in between the upcoming nucleosome and RNAPII (Ehara et al., 2019; Farnung et al., 2018), *in vitro* transcription assays revealed that the Spt4/5 complex reduces RNAPII stalling during transcription through a nucleosome (Crickard et al., 2017; Ehara et al., 2019), and single-molecule experiments showed that the Spt4/5 complex differentially interacts with RNAPII-nucleosome intermediates (Crickard et al., 2017). Despite these studies implicating Spt4/5 in transcription regulation in the context of chromatin, the *in vivo* functions of Spt4/5 remain poorly understood. Furthermore, most studies focus on Spt4/5 as a complex that makes it hard to interpret the exact function of Spt4 and Spt5 as individual TEFs (Decker, 2021).

Here, we show a primary function for Spt4 in early transcription elongation in the cell. The association between Spt4 and RNAPII dynamically changes as RNAPII transitions through nucleosomes and gene-body nucleosome positions (from the +2 nucleosome onward) are altered in *spt4Δ* cells. In both *spt4Δ* and cells depleted of Spt4 in real time, RNAPII accumulates upstream of nucleosome dyads, especially at the +2 nucleosome. Overall, these findings support Spt4 promoting RNAPII movement through nucleosomes, especially in early transcription, and regulating co-transcriptional nucleosome positioning.

## Results

### In the absence of Spt4, RNAPII accumulates at the 5′ end of genes

As Spt4 is an elongation factor, we asked whether Spt4 influences the genome-wide distribution of RNAPII by using native elongating transcript sequencing (NET-seq) that maps the position of RNAPII with RNA in the active site. Spike-in normalized NET-seq was performed in wild-type (WT) and *spt4* knockout (*spt4Δ*) cells expressing FLAG-tagged RNAPII in biological duplicates. To remove the background signal, samples without FLAG tag (no-tag control) were processed in parallel. NET-seq repeats were reproducible and consistent with the previously published NET-seq data (Churchman and Weissman, 2011; Fischl et al., 2017; Figures S1A and S1B).

In WT cells, the NET-seq signal is relatively high within the first 500 nucleotides (nt) from the transcription start site (TSS), and then it drops while transcribing over the gene body and peaks again upstream of the polyadenylation site (PAS) (Figures 1A and 1B). In *spt4Δ* cells, the density of RNAPII significantly increased over genes (Figures 1A–1C). Importantly, the most apparent change in the distribution of RNAPII was within the first 200 nt from the TSS regardless of gene length (Figures 1D and S1C–S1E), suggesting that Spt4 regulates the distribution of RNAPII early in transcription.

**Figure 1:**
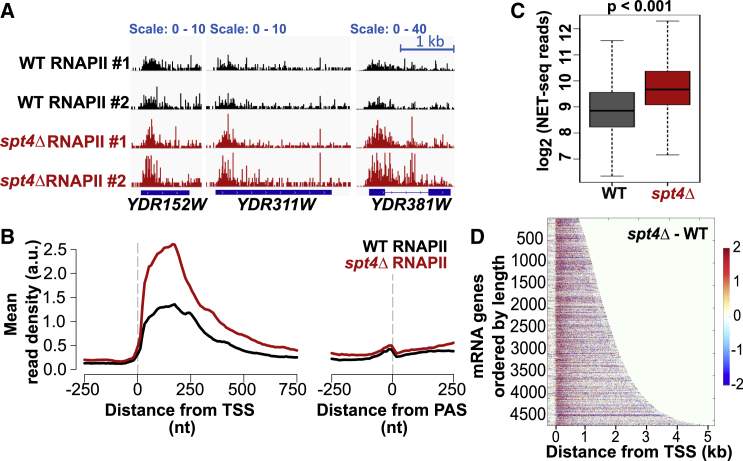
In the absence of Spt4, RNAPII accumulates at the 5′ end of genes (A) WT and *spt4Δ* NET-seq signals of example genes transcribed from the positive strand, namely, *YDR152W*, *YDR311W*, and *YDR381W*, in two biological replicates. The dark-blue boxes indicate the transcribed region of the genes (from transcription start site [TSS] to PAS), and the blue line indicates the intronic region in *YDR381W.* (B) Metagene plots of NET-seq reads in WT (black) and *spt4Δ* (red) aligned at the TSS or PAS. (C) Boxplots of the NET-seq reads in WT (gray) and *spt4Δ* (red) cells on s log_2_ scale. The reads were counted from TSS to PAS-250 nt for protein-coding genes after filtering out low-read genes (see STAR Methods). n = 4,610; p < 0.001, two-tailed, paired Student’s t test. (D) Heatmaps of the difference between the *spt4Δ* and WT NET-seq signal (*spt4Δ*-WT). Each row indicates a protein-coding gene (n = 4,610), ranked by gene length. The color code reflects the changes in the RNAPII signal for each nucleotide position from TSS-250 nt to TSS+4,750 nt (x axis) as shown by the color bar.

### Mathematical modeling supports defects in early transcription elongation in *spt4Δ* cells

To address potential mechanisms leading to the higher RNAPII signal in *spt4Δ* than that in WT cells, we developed a mathematical model designed to simulate the shape of the NET-seq profiles for which a number of potential mechanisms occurring during transcription are ascribed relative numerical values (Figure 2; Table S1). This model enabled us to relate changes to the profiles of *spt4Δ* compared with WT cells to underlying transcription dynamics. The model computationally simulated RNAPII dynamics by considering initiation, elongation, occlusion of RNAPII by a downstream RNAPII, collision of RNAPIIs, stalling, backtracking, resolution of collision/backtracking/stalling events, and early termination. In contrast to previous approaches (Azofeifa and Dowell, 2017; Fischer et al., 2020; Tufegdžić Vidaković et al., 2020), we set two distinct windows of transcription in which stalling and backtracking parameters can be different (Figure 2A), as RNAPII is subject to distinct regulation in the early and late stages of transcription (Peck et al., 2019). The RNAPII position provided by experimental NET-seq data was fitted to the shape of the transcription profile simulated by the model (Figure 2B). Modeling suggested that there are six key metrics that can be inferred from the shape of the WT RNAPII distribution, as follows: (1) ratio of the rate of initiation compared to elongation, (2) ratio of RNAPII moving compared to stalled or backtracked (moving ratio) in window 1, (3) the size of window 1, (4) the mean location of early termination, (5) the moving ratio in window 2, and (6) the processivity of RNAPII (% of initiating polymerase reaching 1,000 nt). To test the extent of the change in each metric, the parameter values were obtained for each gene in WT and *spt4Δ* cells and the two conditions were quantitatively compared (Figure 2C). Three parameter values showed significant differences in *spt4Δ* compared with those in the WT. The increase in the initiation-to-elongation ratio suggested either a defect in elongation or an increased initiation frequency in the profiles from *spt4Δ* cells. An overall defect in elongation is supported by a reduced proportion of moving polymerase in window 1 and a reduction in the processivity of polymerase in *spt4Δ* cells compared with that in WT cells.

**Figure 2:**
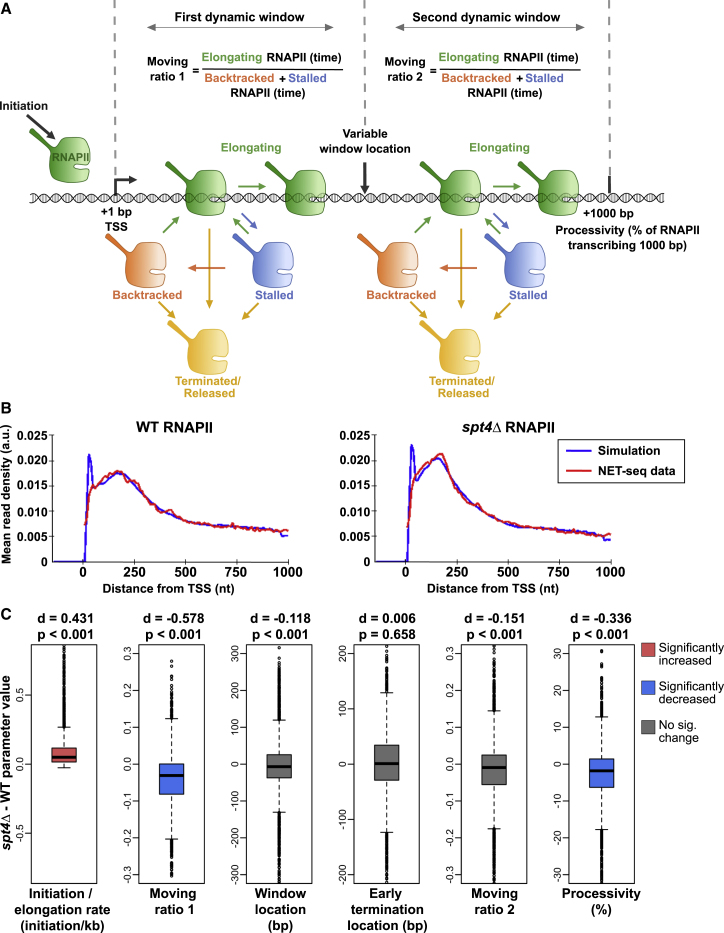
Mathematical modeling supports defects in early transcription elongation in *spt4Δ* cells (A) Schematic of the mathematical model. Model describes RNAPII transcription reaching 1,000 bp with initiation rate (initiation min^−1^), elongation rate (kb min^−1^), stalling, backtracking, termination events (determined by Poisson distribution), and variable window location (bp). Moving ratio 1 and 2 describes the number of RNAPIIs elongating compared to backtracked or stalled RNAPIIs within the respective transcription window. Processivity indicates % of RNAPII reaching 1,000 bp. (B) Fits of the model to the WT (left) and *spt4Δ* (right) NET-seq metagenes. Metagenes of the NET-seq data were constructed by taking the mean of the mean-normalized NET-seq reads of the first 1,000 nt of reads from the TSS. Metagenes of the simulated data were constructed by taking the mean of the set of mean-normalized best fitting single simulation for each gene. Data are binned with a bin size of 10 nt. Notably, the early simulation peak is in a region that is not expected to be reliably detected with the NET-seq protocol; therefore, the difference between the simulation and NET-seq data around this region is not necessarily contradictory. (C) Metrics were obtained for each gene in WT and *spt4Δ,* and the two conditions were quantitatively compared. The significance of the changes was reported by calculating p values, and the magnitude of the changes was reported by calculating Cohen’s d (Cohen, 1988). Cohen’s d is computed by taking the mean difference between the WT and *spt4Δ* metric value divided by the standard deviation of the differences. The value of Cohen’s d gives a measure of the effect size of the change such that the values between 0.2 and 0.5 indicate small changes, between 0.5 and 0.8 indicate medium changes, and >0.8 indicate large changes. Positive and negative values indicate a relative increase or decrease in the given metric, respectively. The red and blue boxplots indicate significant and marked increase and decrease, respectively, in the *spt4Δ* metric values compared to WT cells.

### The primary defect in *spt4Δ* cells is early transcription elongation

Modeling suggests that the movement of RNAPII in the early stages of transcription is the main defect in *spt4Δ* cells but cannot distinguish a defect at initiation from early elongation or both. To examine and validate the predictions of the model, we (1) investigated the levels of the pre-initiation complex (PIC) at promoters as a proxy for transcription initiation frequency, (2) investigated the composition of the transcription complex, (3) compared elongation competent RNAPII with levels of all engaged RNAPII, and (4) mapped RNAPII upon rapid depletion of Spt4 to detect the immediate changes in the distribution of RNAPII. Our data support a primary function for Spt4 in early transcription elongation, rather than initiation.

Sua7 (TFIIB) is a subunit of the PIC required for RNAPII recruitment to promoters (Sainsbury et al., 2015), and the amount of chromatin-bound Sua7 reflects the changes in transcription initiation levels (Cucinotta et al., 2021; Doris et al., 2018). Therefore, if the transcription initiation rate was higher in *spt4Δ* cells, levels of Sua7 at promoters should also be higher than those in WT cells. To test this hypothesis, we performed spike-in normalized chromatin immunoprecipitation sequencing (ChIP-seq) for Sua7 in WT and *spt4Δ* cells in biological duplicates. Sua7 ChIP-seq data were reproducible between the replicates and mapped around the TSS (Figures 3A, S2A, and S2B; Doris et al., 2018). Visual inspection of individual genes and metagene plots revealed similar Sua7 occupancy in WT and *spt4Δ* cells. Differential enrichment analysis of the Sua7 signal indicated 94% of genes (3,148/3,269) showed no change in the absence of Spt4 (Figure 3B). Consequently, these data do not support a change at initiation frequency in *spt4Δ* cells, in line with the *in vitro* studies suggesting that the human counterpart of the Spt4/5 complex (DSIF) has no effect on the transcription initiation (Zhu et al., 2007).

**Figure 3:**
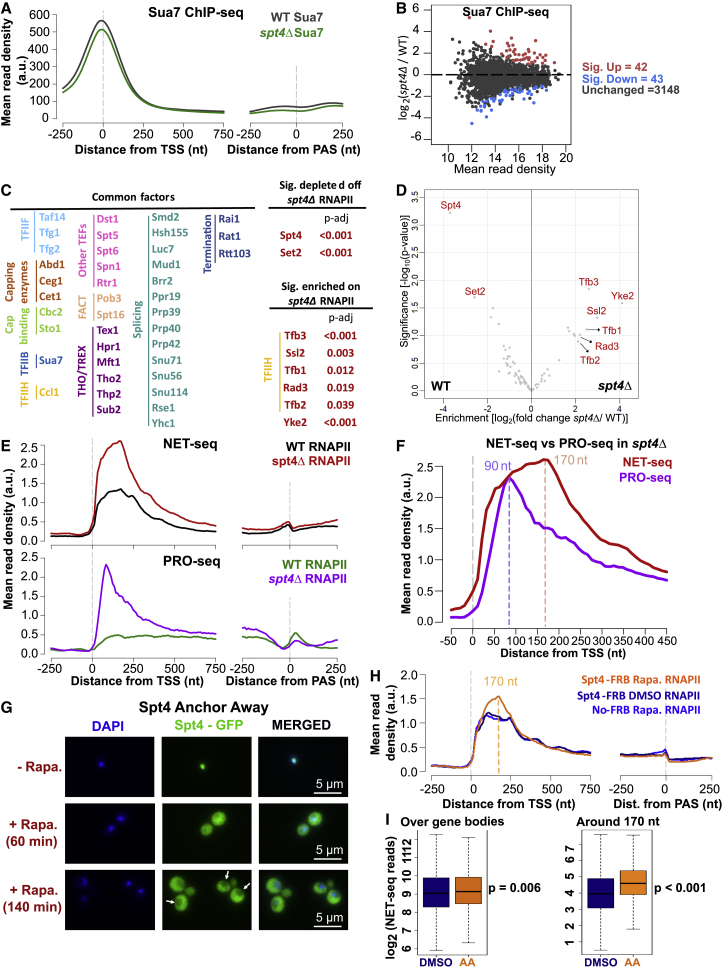
The primary defect in *spt4Δ* cells is early transcription elongation (A) Metagene plots of Sua7 ChIP-seq reads in WT (black) and *spt4Δ* (green) aligned at the TSS or PAS for protein-coding genes (n = 3,233). (B) Differential enrichment analysis of Sua7 in WT and *spt4Δ*. DEseq2 was applied to the read counts around the TSS (TSS-100 to TSS+100 nt) for the two replicates of each data. Significantly enriched and depleted genes are indicated in red and blue, respectively (p-adjusted < 0.05). (C) WT and *spt4Δ* transcription complexes were purified using Rpb3 FLAG-tagged strains along with their no-tag controls, and their proteomics was analyzed following mass spectrometry. After the background removal, 68 and 78 factors were detected in WT and *spt4Δ* transcription complexes, respectively. Transcription-related factors that were similarly enriched in both transcription complexes (log2(fold change spt4Δ/WT) < 2 and p-adj < 0.05) are listed under common factors (see Table S2 for the full list). Factors that were significantly depleted or enriched in the *spt4Δ* transcription complex (log2(fold change spt4Δ/WT) > 2 and p-adj < 0.05) are listed, and p-adjusted values are indicated. (D) Volcano plot of the proteomics analysis of WT and *spt4Δ* transcription complexes. Factors that were significantly depleted off or enriched in the *spt4Δ* transcription complex (log2(fold change spt4Δ/WT) > 2 and p-adj < 0.05) are given in red. (E) Metagene plots of NET-seq reads in WT (black) and *spt4Δ* (red) aligned at the TSS or PAS (top panel), and metagene plots of published PRO-seq reads in WT (green) and *spt4Δ* (purple) aligned at the TSS or PAS (bottom panel). PRO-seq data were taken from GEO:GSE76142 (Booth et al., 2016). n = 4,610. (F) Metagene plots of *spt4Δ* NET-seq (red) and *spt4Δ* PRO-seq (purple) reads aligned at the TSS; the same data as in (E). Dashed lines indicate the highest PRO-seq (90 nt, purple) and NET-seq reads (170 nt, pink). (G) Immunofluorescence (IF) images for Spt4-FRB samples at time points 0, 60, and 140 min after rapamycin addition. DAPI staining indicates nucleus, and GFP is expressed with Spt4 (Spt4-FRB-GFP). (H) Metagene plots of NET-seq reads in DMSO control (navy), rapamycin-treated Spt4-FRB (orange), and No-FRB cells (blue) aligned at the TSS or PAS. Dashed line indicates the highest NET-seq read upon Spt4 anchor away (170 nt, orange). (I) Boxplots of the NET-seq reads in DMSO control (DMSO; navy) and rapamycin-treated Spt4-FRB (AA; orange) cells on log_2_ scale. Reads were counted for over gene bodies (TSS to PAS-250 nt) and at 170 ± 10 nt from the TSS for protein-coding genes after filtering for low read genes (see STAR Methods). n = 4560, p = 0.006 and p < 0.001, respectively; two-tailed, paired Student’s t test.

This result was supported by mass spectrometry used to examine the composition of RNAPII in WT and *spt4Δ* cells (Figures 3C, 3D, and S2C). We detected factors involved with initiation, elongation, termination, and co-transcriptional pre-mRNA processing that did not change levels on RNAPII in the absence of Spt4 (Figures 3C and 3D; Table S2). However, levels of Set2 and five components of TFIIH (Rimel and Taatjes, 2018) were significantly depleted or enriched, respectively, on RNAPII in the absence of Spt4. We note that in mammalian cells, TFIIH is enriched on stalled transcription complexes under certain conditions (van der Weegen et al., 2020).

To distinguish between stalled/backtracked and elongation-competent RNAPII in *spt4Δ* cells, we used precision-run-on sequencing (PRO-seq) profiles (Booth et al., 2016) and compared them to our NET-seq profiles. PRO-seq allows the mapping of RNAPII that is competent to elongate during the metabolic labeling period, whereas NET-seq captures all forms of RNAPII, including elongated, backtracked, and stalled. Therefore, if RNAPII is captured by NET-seq, but not PRO-seq, it would indicate a non-elongating but still RNA-engaged RNAPII (for example, backtracked) at a given position. More stalled or backtracked RNAPII was observed in *spt4Δ* cells, particularly between ∼90 nt and ∼170 nt from the TSS (Figures 3E, 3F, S2D, and S2E). Thus, in *spt4Δ* cells, RNAPII transcribes with short-term pauses to around 90 nt from the TSS, whereas between 90 and 170 nt, more of the RNAPII is stalled or backtracked, leading to the decreased moving ratio in window 1, supporting an early elongation defect.

### Rapid depletion of Spt4 leads to the accumulation of RNAPII around 170 nt into gene bodies

We monitored the effect of the real-time loss of the Spt4 protein from the nucleus by using the anchor-away system (AA) (Haruki et al., 2008) on the distribution of RNAPII. The AA allows the conditional removal of a target protein from the nucleus upon rapamycin addition. The efficient depletion of Spt4 was verified by immunofluorescence microscopy (Figure 3G) and quantified by the effect on growth rate (Figure S2F) and ChIP-qPCR (Figure S2G). NET-seq was performed in biological duplicate in Spt4 anchor away cells (Spt4-AA). DMSO-treated Spt4-FRB-GPF and rapamycin-treated No-FRB cells were included as controls. Spt4-AA NET-seq repeats and control experiments were reproducible (Figures S2H and S2I). Intriguingly, the real-time depletion of Spt4 had a small effect on the distribution of RNAPII across gene bodies but led to the most notable and significant changes in the RNAPII profile around 170 nt from the TSS (Figures 3H and 3I). This finding complements the *spt4Δ* NET-seq results and demonstrates that the change in the distribution of RNAPII in the absence of Spt4 first manifests itself around 170 nt downstream of the TSS.

### The Spt4/5 complex travels with RNAPII

Next, we assessed where Spt4 and Spt5 associate with RNAPII to examine whether enrichment is related to transcription elongation at the 5′ end of genes, by using TEF-associated nascent elongating transcript sequencing (TEF-seq) to detect co-transcriptional and native interactions between Spt4/5 and RNAPII at a single-nucleotide resolution (Figure S3A; Fischl et al., 2017).

Spt4 or Spt5 were FLAG-tagged for immunoprecipitation of the factor-associated transcription complex. Spike-in-normalized Spt4 and Spt5 TEF-seq were performed in duplicate and gave reproducible results (Figures 4A and S3B). The Spt4 and Spt5 signals are similar over gene bodies, consistent with Spt4 and Spt5 forming a highly stable complex (Hartzog et al., 1998), and match the RNAPII (NET-seq) profile, supporting the engagement of these factors with RNAPII throughout transcription until 100 nt before the PAS when the signal drops to background (Figures 4B and S3C). These observations are consistent with structural and *in vitro* studies showing that Spt4/5 is recruited to the transcription elongation complex once 20-nt RNA has been synthesized, replacing transcription initiation factors (Bernecky et al., 2017; Grohmann et al., 2011; Rosen et al., 2020). The drop in the Spt5/4 signal at the 3′ end is likely to reflect a transition from elongation to termination, accompanying pausing of RNAPII (Kecman et al., 2018; Mischo and Proudfoot, 2013; Parua et al., 2018). Overall, the data indicate Spt4/5 join RNAPII right after initiation, travel with elongating RNAPII, and dissociate from RNAPII about 100 nt upstream of the PAS.

**Figure 4:**
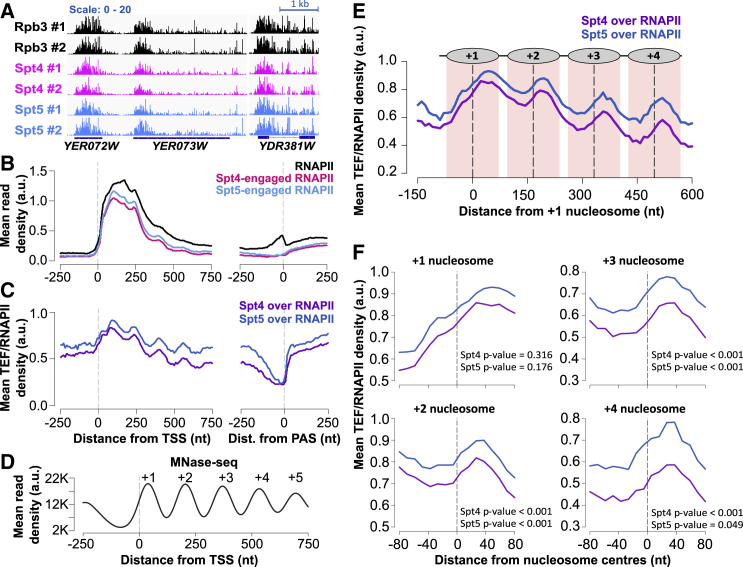
Spt4/5 travel with RNAPII and oscillate on and off RNAPII based on the nucleosome positions (A) NET-seq (RNAPII) and TEF-seq (Spt4 and Spt5) reads of example genes transcribed from the positive strand, namely, *YER072W*, *YER073W*, and *YDR381W*, in two biological replicates. The dark-blue boxes indicate the transcribed region of the genes (from TSS to PAS), and the blue line indicates the intronic region in *YDR381W.* (B) Metagene plots of NET-seq (RNAPII; black) and TEF-seq (Spt4; pink, Spt5; light blue) reads aligned at the TSS or PAS. (C) Metagene plots of Spt4 over RNAPII (purple) and Spt5 over RNAPII (dark blue) data aligned at the TSS or PAS. Spt4 over RNAPII was plotted by dividing the Spt4-engaged RNAPII signal (TEF-seq) by the RNAPII signal (NET-seq). The same is applied to Spt5 TEF-seq data. (D) Metagene plots of MNase-seq reads in WT cells aligned at the TSS. The dashed line in gray indicates the TSS. (E) Metagene plots of Spt4 over RNAPII (purple) and Spt5 over RNAPII (dark blue) relative to the +1 nucleosome dyad. Dashed lines (black) through the peaks indicate the centers of the nucleosomes, and the nucleosomal DNA (±70 nt around the center) is highlighted in light pink. The position of nucleosomes is graphically shown above the metagene plot. (F) Spt4 and Spt5 occupancies on RNAPII are shown around individual nucleosome dyads +1,+2,+3, and +4. The TEF/RNAPII values from upstream of the dyad (−60 to −10 nt from the dyad) and downstream of the dyad (+10 to +60 nt from the dyad) were compared for each gene. Significance of the change in the factor occupancies around the nucleosomes was tested by one-tailed (condition: upstream signal < downstream signal), paired Student’s t test.

Additionally, to test whether Spt4/5 were differentially enriched for specific groups of genes, we plotted RNAPII, Spt4, and Spt5 signals as heatmaps based on the RNAPII occupancy level and performed a quantitative analysis of genome-wide Spt4 and Spt5 occupancies on RNAPII. The Spt4 and Spt5 levels were proportional to the RNAPII levels at most genes (>99%), and thus, Spt4/5 participates in transcription of nearly all mRNA genes (Figures S3D–S3F).

### Spt4/5 oscillate on and off RNAPII based on nucleosome positions

The TEF-seq signals for Spt4/5 come from the native RNA attached to RNAPII associated with Spt4/5. To demonstrate the relative occupancies of Spt4 and Spt5 on RNAPII, we plotted the TEF-seq signal relative to the NET-seq signal. Interestingly, the association of Spt4/5 with RNAPII was not constant but instead periodically changed (Figure 4C). As their periodicity resembles the frequency of nucleosome phasing, we compared the NET-seq-normalized TEF-seq profiles with nucleosome positions, derived using micrococcal nuclease (MNase) digestion, followed by DNA sequencing (MNase-seq) in WT cells. MNase-seq was performed in biological triplicates, and nucleosome dyad positions were estimated. We observe a typical MNase-seq profile with nucleosome depleted regions (NDRs) at promoters, and nucleosomes are regularly arrayed in gene bodies relative to the TSSs (Baldi et al., 2020; Chereji et al., 2019; Figure 4D).

Next, we re-plotted the NET-seq-normalized TEF-seq profiles relative to the +1 nucleosome dyad to test if nucleosome positions correlate with the phasing patterns of Spt4/5. Remarkably, the oscillation pattern of the Spt4/5 on RNAPII was off-set with respect to nucleosome positions (Figure 4E). A more detailed analysis was done by plotting the metagene profiles around the nucleosome dyads (+1 to +4), separately (Figure 4F) or in 4 groups (n = 581 each) based on the location of the +1 nucleosome relative to the TSS (Figures S3G and S3H). At gene-body nucleosomes (+2 to +4), the Spt4 and Spt5 occupancies on RNAPII were significantly lower at the upstream face of the nucleosome dyads than those at the downstream face but not around the +1 nucleosome (Figure 4F). Similar enrichment/depletion based on Spt4 or Spt5 TEF-seq/NET-seq ratios are observed at the +2 nucleosome in groups 2 to 4, independent of levels of transcription, but not in group 1 where nucleosome phases are less well pronounced (Figures S3H and S3I).

Single-molecule experiments suggest long-lived Spt4/5-RNAPII interactions on naked DNA templates (Rosen et al., 2020). However, TEF-RNAPII associations are likely to be more dynamic in the context of chromatin as RNAPII-nucleosome conformations change while RNAPII is transcribing through nucleosomes. Indeed, Crickard et al. (2017) documented Spt4/5 stabilizing the RNAPII-nucleosome intermediate after RNAPII passes the dyad *in vitro*, and this is where we observe the higher levels of the Spt4/5 complex on RNAPII in cells. Together, these results support that Spt4/5 dynamically interacts with the transcription elongation complex during transcription and raises the question as to whether Spt4 and Spt5 have a direct and equivalent role in chromatin transcription.

### Spt5 and Spt4 have distinct effects on transcription

As expected from factors in a complex, Spt4 and Spt5 show similar patterns of association with RNAPII across genes, including oscillations (Figure 4C). As Spt4 is important for the stability of Spt5 (Ding et al., 2010; Krasnopolsky et al., 2021), we also mapped the position of Spt5 during transcription in *spt4Δ* cells using TEF-seq (Figures 5A and S4A–S4C). The levels of Spt5 on RNAPII were reduced in the absence of Spt4 (Figure 5B), and oscillations of Spt5 on RNAPII were lost (Figures 5C and 5D), supporting a role for Spt4 in stabilizing/recruiting Spt5 to polymerase and in the oscillations of the complex on RNAPII as it transcribes through nucleosomes. Notably, in *spt4Δ* cells, Spt5 levels were proportional to the RNAPII levels at most genes (>99%), implying that Spt5 was not differentially recruited to genes in the absence of Spt4 (Figures S4D and S4E).

**Figure 5:**
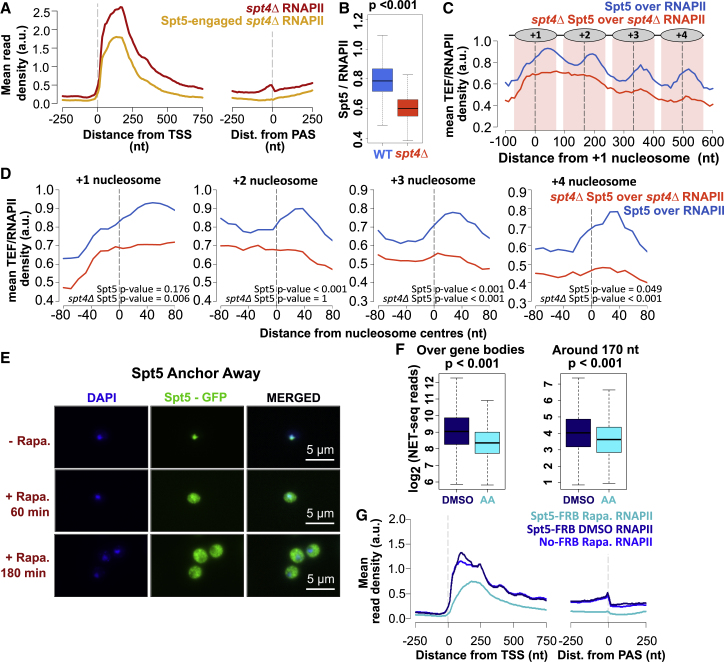
Spt5 and Spt4 have distinct effects on transcription (A) Metagene plots of *spt4Δ* NET-seq (RNAPII; red) and *spt4Δ* Spt5 TEF-seq (yellow) reads aligned at the TSS or PAS. (B) Boxplots of Spt5 over RNAPII (blue) and *spt4Δ* Spt5 over *spt4Δ* RNAPII (yellow) ratios for the protein-coding genes. The medians of the ratios (0.79 and 0.60, respectively) were calculated by taking the reads from gene bodies (TSS to PAS-250 nt) of Spt5 TEF-seq and dividing by the reads from gene bodies of NET-seq both in WT and *spt4Δ* (p value < 0.001; Student’s t test, paired, two-tailed). We note the superior sensitivity of TEF-seq compared to mass spectrometry for detecting the levels of Spt5 on RNAPII. (C) Metagene plots of Spt5 over RNAPII (blue) and *spt4Δ* Spt5 over *spt4Δ* RNAPII (orange) relative to the +1 nucleosome dyad. Plotted as described in Figure 4E. (D) Spt5 occupancies on RNAPII in WT or *spt4Δ* cells are shown around individual nucleosome dyads +1, +2, +3, and +4. Plotted and tested as described in Figure 4F. (E) IF images for Spt5-FRB samples at time points 0, 60, and 180 min after rapamycin addition. DAPI staining indicates nucleus, and GFP is expressed with Spt5 (Spt5-FRB-GFP). (F) Boxplots of the NET-seq reads in DMSO control (DMSO; navy) and rapamycin-treated Spt5-FRB (AA; cyan) cells on a log_2_ scale. Reads were counted for over gene bodies (TSS to PAS-250 nt) and around 170 bp as in Figure 3I. n = 4,417; p values < 0.001; two-tailed, paired Student’s t test. (G) Metagene plots of NET-seq reads in DMSO control (navy), rapamycin-treated Spt5-FRB (cyan), and No-FRB cells (blue) aligned at the TSS or PAS.

To distinguish whether Spt4 and Spt5 similarly affect transcription, we examined the distribution of RNAPII over the genes upon Spt5-AA. The efficient depletion of Spt5 was verified by immunofluorescence microscopy (Figure 5E) and quantified by the effect on growth rate (Figure S2F) and ChIP-qPCR (Figure S4F). NET-seq was performed in biological duplicate in Spt5-AA cells, including DMSO-treated Spt5-FRB-GPF and rapamycin-treated No-FRB cells as controls. Spt5-AA NET-seq repeats and control experiments were reproducible (Figures S4G and S4H). The loss of Spt5 resulted in a significant loss of NET-seq reads across the whole of the gene body (Figures 5F and 5G). These results demonstrated distinctly different NET-seq profiles upon Spt4 or Spt5 depletion, consistent with an additional, essential function for Spt5 (Shetty et al., 2017). As Spt5 affects transcription so dramatically, we focused only on Spt4 and asked whether Spt4 influences the organization of nucleosomes with the aim of explaining its effect on RNAPII distribution.

### Spt4 influences nucleosome positioning

We have previously observed an oscillating pattern of Spt6 and Spt16 on RNAPII (Fischl et al., 2017), and interestingly, mutations in *spt6* and *spt16* have major effects on nucleosome positions (Doris et al., 2018; Feng et al., 2016). Therefore, next, we asked whether Spt4 has an effect on nucleosome arrangement using MNase-seq in *spt4Δ* cells (Figures S5A and S5B). Three replicates of MNase-seq in *spt4Δ* cells produced reproducible digestion patterns (Figure S5C). A genome-wide analysis was performed for protein-coding genes (PCGs) longer than 600 nt and with well-defined nucleosome peaks. Interestingly, in *spt4Δ* cells, although MNase digestion resulted in well-defined peaks across the genome, nucleosomes were shifted toward the 3′ end of the genes compared to WT cells (Figures 6A and 6B). The differences between the nucleosome positions were more apparent at downstream nucleosomes (Figures 6C and S5D). A more detailed analysis was performed by calculating the position of the −1, +1, +2, +3, and +4 nucleosomes relative to the TSS in the 3 replicates of the MNase-seq data. There was no difference in the median positions of the −1 and +1 nucleosomes or NDR length (defined as the distance between the dyads of the −1 and +1 nucleosome) in WT and *spt4Δ* cells (Figures 6C, S5D, and S5E). In contrast, the positions of the +2, +3, and +4 nucleosome in *spt4Δ* cells were progressively shifted 3′ compared to WT cells (Figures 6C and S5D), suggesting increased nucleosome spacing (defined as the distance between the dyads of adjacent nucleosomes) in *spt4Δ* cells. Indeed, nucleosome spacing between nucleosome pairs (+1 to +2, +2 to +3, and +3 to +4) in *spt4Δ* was larger than that in WT cells (Figure S5E). Overall, the data support a role for Spt4 in positioning the gene-body nucleosomes from the +2 nucleosome but no role in positioning the −1 and +1 nucleosomes. This finding suggests that Spt4 affects nucleosome positioning during transcription elongation. Importantly, as nucleosome positioning involves numerous factors and redundant mechanisms, we cannot rule out the possibility of Spt4 indirectly affecting the nucleosome positioning.

**Figure 6:**
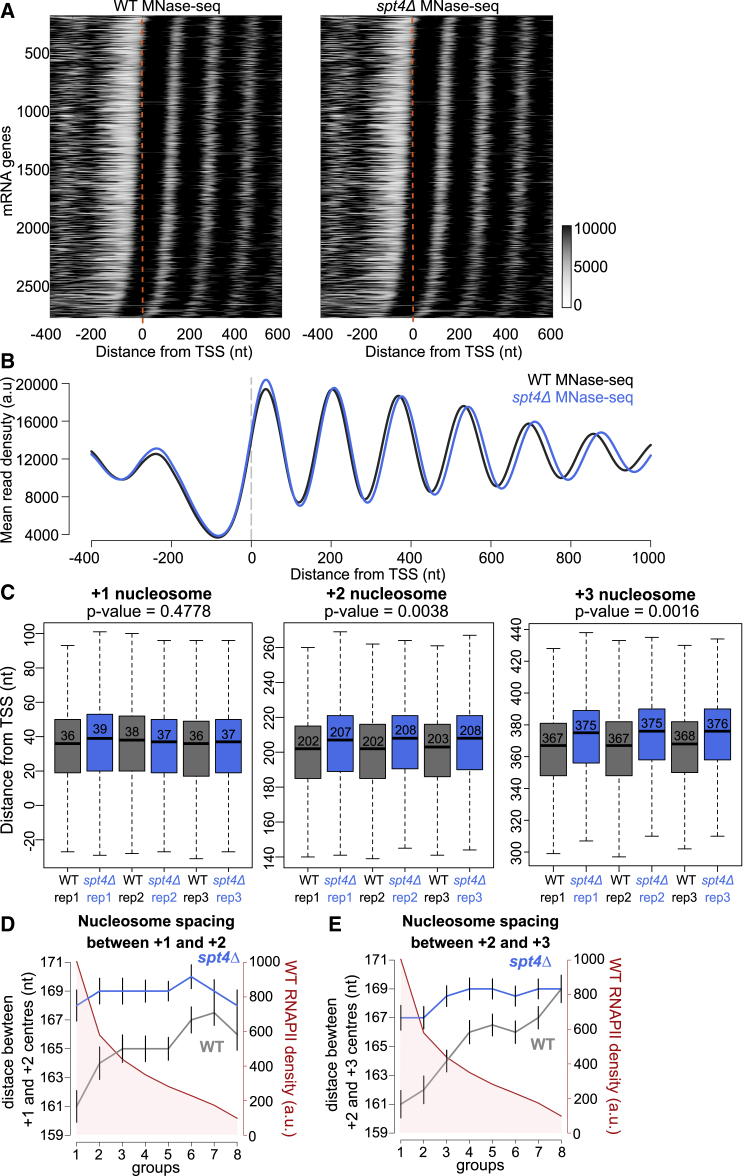
Spt4 influences nucleosome positioning (A) Heatmaps of MNase-seq reads in WT (left) and *spt4Δ* (right). PCGs ordered based on the position of +1 nucleosome in WT. Dashed line in orange indicates the TSS. (B) Metagene plots of MNase-seq reads in WT (black) and *spt4Δ* cells (blue) aligned at the TSS. The dashed line in gray indicates the TSS. (C) Box plots of the distance of the +1, +2, and +3 nucleosomes from the TSS in three biological replicates of WT (black) and *spt4Δ* cells (blue). Numbers in the boxes indicate the median position of the given nucleosome. p values were calculated by comparing the median position of the +1, +2, or +3 nucleosomes under WT and *spt4Δ* conditions obtained from each replicate (Student’s t test, paired, two sided). (D) Protein-coding genes were split into 8 groups based on WT NET-seq reads in the first 500 nt from the TSS (red, y axis). The median NET-seq reads and the median nucleosome spacing between +1 and +2 nucleosomes in *spt4Δ* (blue) and WT (gray) were plotted for each group. The black bars around nucleosome spacing data points indicate one standard deviation. (E) The median nucleosome spacing between +2 and +3 nucleosomes in *spt4Δ* (blue) and WT (gray) was plotted for each group as in (D).

### Close nucleosome spacing at highly transcribed genes is dependent on Spt4

If Spt4 has a co-transcriptional effect on nucleosome positioning, nucleosome spacing should be affected by the deletion of Spt4 to a greater extent in highly active genes than in less active genes. To test this hypothesis, we investigated the correlation between nucleosome spacing and RNAPII densities (Figures 6D and 6E). PCGs were split into 8 groups based on their RNAPII density assessed by NET-seq reads. For each group, the median RNAPII density and the median nucleosome spacing between the +1 and +2, as well as between the +2 and +3 nucleosomes in WT and *spt4Δ*, were plotted together. In WT cells, nucleosome spacing was shorter in highly expressed genes, and it progressively increased for the genes having lower expression levels. In *spt4Δ* cells, the distance between the nucleosomes was less variable and larger than that of WT in all groups. In other words, there was an overall increase in nucleosome spacing in *spt4Δ* cells compared to that in WT cells, and the increase was larger for highly expressed genes. This analysis shows that close nucleosome spacing observed in highly transcribed genes was lost in the absence of Spt4.

### The accumulation of RNAPII in the absence of Spt4 is associated with the position of the +2 nucleosome

The dynamic interaction of Spt4 with RNAPII based on nucleosome positions and the effect of Spt4 on gene-body nucleosome positions point to a role for Spt4 in chromatin transcription. Furthermore, the accumulation of RNAPII around 170 nt from the TSS in the absence of Spt4 supports a transcriptional barrier around this point. As *in vitro* studies have shown that the Spt4/5 complex does not help RNAPII progress over non-nucleosomal transcription barriers (Xu et al., 2020) but does aid RNAPII movement over nucleosomal barriers (Ehara et al., 2019; Farnung et al., 2021), we sought *in vivo* evidence for these findings by investigating the change in the distribution on RNAPII relative to nucleosome positions in the absence of Spt4.

Mapping the RNAPII density from normalized NET-seq reads to the position of the nucleosome dyads (+1 to +4) revealed the position of RNAPII accumulation at the upstream face of the +2 nucleosome in *spt4Δ* cells and to a lesser extent at the +3 and +4 nucleosomes (Figures 7A, 7B, and S6A). Importantly, this was also observed in Spt4-AA cells at the +2 nucleosome (Figures 7C and S6A), verifying the effect of the loss of Spt4 on the RNAPII distribution relative to nucleosomes in two different backgrounds. For both *spt4Δ* and Spt4-AA cells, accumulation at the +2 nucleosome is independent of RNAPII occupancy over genes (Figures S6B–S6E) and evident only when the shape of the distribution is considered (Figures S6F and S6G). Accumulation of RNAPII at the +2 nucleosome is likely to be independent of initiation, as it is evident at 43 genes that show reduced promoter-associated Sua7 in *spt4Δ* cells (Figure S6H). These results suggest that the main function of Spt4 is preventing RNAPII accumulation at the upstream face of nucleosomes, most specifically at the +2 nucleosome.

**Figure 7:**
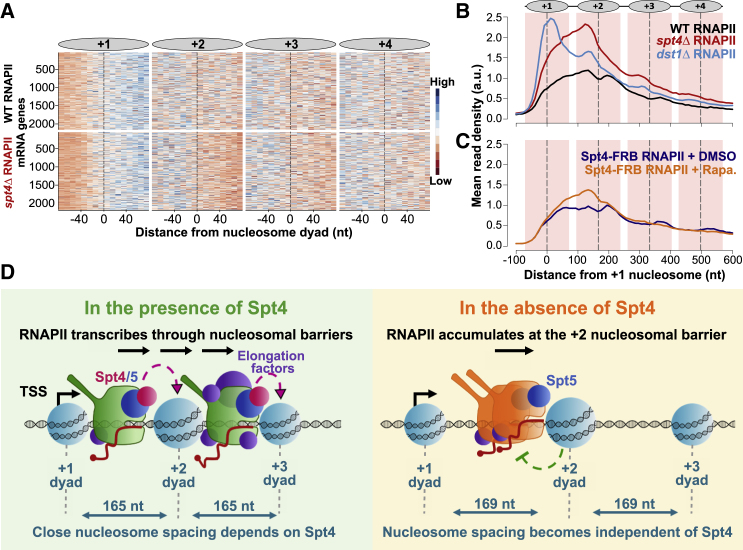
The accumulation of RNAPII in the absence of Spt4 is associated with the position of the +2 nucleosome (A) Heatmaps of WT (top) and *spt4Δ* (bottom) NET-seq profiles around the +1, +2, +3, and +4 nucleosomes. Each row indicates a PCG (n = 2,212). The RNAPII signal is shown in 10-nt bins around the indicated nucleosome dyads (±80 nt from the dyad; x axis). The NET-seq reads were normalized to the mean and standard deviation of each gene to indicate the shape of the distribution of RNAPII regardless of the expression level differences between the genes. (B) Metagene plots of WT (black), *spt4Δ* (red), and *dst1Δ* (blue) NET-seq profiles relative to the +1 nucleosome dyad. Dashed lines (black) through the peaks indicate the centers of the nucleosomes, and the nucleosomal DNA (±70 nt around the center) is highlighted in light pink. The position of nucleosomes is graphically shown above the metagene plot. The NET-seq reads were normalized to spike-ins. (C) Metagene profiles of DMSO-treated (navy) and rapamycin-treated (orange) Spt4-FRB NET-seq profiles. Plotted as described in (B). (D) Model for Spt4 function.

As our modeling and experimental data pointed to increased stalling or backtracking during early elongation, we compared the NET-seq profile from *spt4Δ* cells and cells lacking elongation factors Dst1 (TFIIS) and Paf1. As Paf1 associates with RNAPII between 200 and 400 nt from the TSS (Fischl et al., 2017), it is not expected to have a major effort on early elongation. Indeed, low levels of RNAPII accumulate on the downstream face of the +2 nucleosome in *paf1Δ* cells (Figures S7A and S7B). Dst1 is a TEF that helps rescue backtracked RNAPII by triggering the cleavage activity of RNAPII (Zatreanu et al., 2019). Furthermore, the loss of Dst1 is reported to lead to RNAPII accumulation around the nucleosome dyads (Churchman and Weissman, 2011). Interestingly, the RNAPII profiles in *spt4Δ* and *dst1Δ* are quite distinct, with Dst1 function focused on the dyad region of the +1 nucleosome (Figures 7B, S6G, S7C, and S7D). This finding confirms that the accumulation of reads around the +1 nucleosome can be detected using NET-seq and supports a specific function for Spt4 in elongation at the +2 and, to a lesser extent, at +3 and +4 nucleosomes. Taken together, we propose that the *in vivo* function of Spt4 involves helping RNAPII pass nucleosomal barriers downstream of the +1 nucleosome, especially at the +2 nucleosome (Figure 7D).

## Discussion

Although structural and *in vitro* studies implicated Spt4/5 in RNAPII movement through nucleosomes, their precise role in transcription in the cell is poorly defined. Here, we reveal that Spt4/5 associates with RNAPII early in transcription and travels with elongating RNAPII over the gene bodies. As RNAPII transcribes over nucleosomes, the association of Spt4/5 with RNAPII oscillates and is higher at the downstream face of the dyad. Although Spt4 and Spt5 show similar distributions on RNAPII, Spt4 and Spt5 have different effects on RNAPII density over genes. Spt4 leads to an accumulation of RNAPII at the 5′ end of genes, particularly at the upstream face of the +2 nucleosome, and to a lesser extent at the upstream face of the +3 and +4 nucleosomes. Interestingly, the accumulation of RNAPII on nucleosomes occurs at positions where levels of Spt4 are lowest. Finally, we show that in the absence of Spt4, the positions of the gene-body nucleosomes (+2 and beyond) are shifted downstream. Together, our data point to a primary role for Spt4 in regulating the movement of RNAPII through the +2 nucleosomal barrier.

Could Spt4 use the same mechanism to influence the nucleosome-related oscillations on RNAPII, the efficient movement of RNAPII through the +2 nucleosomal barrier, and nucleosome spacing? We considered the following two possibilities: an interaction with histones and/or with the nucleosomal DNA.

Like the Spt4/5 complex, the histone chaperones Spt6 and Spt16 also oscillate, out of phase, on and off RNAPII, reflecting their dynamic interactions with different histones during transcription (Fischl et al., 2017). This raises the possibility of distinct affinities by these different TEFs for specific conformations of histones with elongating RNAPII, leading to the oscillations. Like histone chaperones, Spt5 bears an acidic domain that is predicted to interact with H2A/H2B during transcription (Ehara et al., 2019; Farnung et al., 2021). Spt4 does not have charged domains, but the affinity of Spt4 for nucleosomes could change indirectly through Spt5. The second possibility is binding of the Spt4/5 complex to nucleosomal DNA as it peels off from the nucleosome while RNAPII is moving forward. Indeed, Spt5 interacts with free DNA *in vitro*, suggesting that such dynamics between the Spt4/5 and DNA are also possible (Crickard et al., 2016). Either through an interaction with histones or nucleosomal DNA (or both), our model supports a function for Spt4 facilitating RNAPII movement on the nucleosomal barriers and aligns well with an *in vitro* model suggesting that together with FACT or Chd1, Spt4/5 contributes to effective RNAPII transcription through a nucleosome (Farnung et al., 2021).

This function of Spt4 would also explain why RNAPII accumulates at the upstream face of the nucleosomes. As *spt4Δ* cells are viable, RNAPII appears to pass nucleosomal barriers by redundant mechanisms, but they might be less effective at the +2 nucleosome, which was also recently recognized as an important barrier in stress (Badjatia et al., 2021). Additionally, dynamic changes in the composition of the transcription elongation complex as RNAPII transcribes along the genes could explain why the most notable effect of the loss of Spt4 is at the +2 nucleosome. Factors such as the Paf1 complex (Paf1C) are recruited to RNAPII around the +2 nucleosome, and its level on RNAPII progressively increases toward the 3′ end of genes (Fischl et al., 2017). In the absence of Paf1, RNAPII accumulates at the downstream face of the +2 nucleosome. Paf1C is a TEF complex generally associated with productive elongation as it takes part in co-transcriptional histone PTMs (Van Oss et al., 2017) and increases the processivity of RNAPII *in vitro* (Vos et al., 2020). Therefore, the movement of RNAPII through the upstream face of the +2 nucleosome might rely more on the function of Spt4. Around the +3 and +4 nucleosomes, Spt4 still contributes to transcription, possibly providing allosteric interactions. This could also explain the synthetic lethality in the double mutants of *spt4* and genes encoding the five Paf1C components (Squazzo et al., 2002). Alternatively, the reason why Spt4 is most crucial for passing the +2 nucleosome might be related to specific histone post-translational modifications (PTMs). The role of histone PTMs in overcoming nucleosome barriers remains unknown, and future studies will be needed to investigate this role.

The negative correlation between nucleosome spacing and the RNAPII density on genes observed here and by others (Baldi et al., 2018; Ocampo et al., 2016) could result from high levels of transcription causing either removal or re-positioning of nucleosomes to allow RNAPII passage (Singh and Mueller-Planitz, 2021). This would, in turn, lead to a delay in the restoration of normal spacing, which is an energy-requiring process involving remodelers such as Isw1 and Chd1 (Gkikopoulos et al., 2011; Kent et al., 2001; Morillon et al., 2003; Ocampo et al., 2019). Here, our model would also explain the increased nucleosome spacing observed in the absence of Spt4. If Spt4 helps RNAPII pass nucleosomal barriers, inefficient removal or re-positioning of nucleosomes would eliminate the need for restoration of nucleosome positioning that would also explain the observations suggesting opposing roles for Isw1 and Spt4 in transcription through chromatin (Morillon et al., 2003).

Finally, we considered a role for Spt4 in transcription itself. Our mathematical model predicts and others report that in *SPT4* mutants, RNAPII shows an elongation defect and is less processive (Booth et al., 2016; Hartzog and Fu, 2013; Mason and Struhl, 2005). This must be balanced by a reduction in transcript turnover rates (Brown et al., 2018), as overall levels of transcripts do not change in *spt4Δ* cells (Booth et al., 2016). The increased NET-seq signal would also be consistent with an elongation defect in *spt4Δ* cells. Is an elongation defect linked to the nucleosome spacing defect, which is similar to a pattern that is normally observed in lowly expressed genes or upon RNAPII depletion (Singh and Mueller-Planitz, 2021; Weiner et al., 2010), or to accumulation of RNAPII on nucleosomes? Work with other mutants suggests no simple relationship between the accumulation of RNAPII upstream of nucleosomes, reduced RNAPII processivity, and increased nucleosome spacing. For example, *hpr1Δ* mutants have less processive RNAPII (Mason and Struhl, 2005) and *dst1Δ* mutants lead to RNAPII accumulation around the +1, and to a lesser extent the +2, nucleosome dyad, but there is no change in nucleosome positioning in these mutants compared to WT cells (Chávez et al., 2001; Gutiérrez et al., 2017). This would support a function for Spt4 in maintaining efficient transcription elongation by facilitating the movement of RNAPII through nucleosomal barriers.

In conclusion, our results corroborate structural and *in vitro* studies that implicate Spt4 as an important factor for efficient RNAPII movement through nucleosomal barriers. Importantly, this study further reveals that the contribution of Spt4 to transcription is not uniform across the transcription unit but more substantial in early elongation, particularly at the +2 nucleosomal barrier. We expect that future studies will address if this function of Spt4 is conserved in mammals and if the mammalian counterpart of Spt4 has a function in the RNAPII pausing observed in early transcription.

## Limitations of study

We revealed that Spt4 promotes RNAPII movement through nucleosomal barriers *in vivo*, and the affinity of Spt4/5 with RNAPII is lower at the upstream face of the nucleosomal DNA and higher at the downstream, implying that Spt4/5 dynamically interact with RNAPII as it transcribes through nucleosomes. As TEF-seq was performed in bulk cultures, we cannot conclude if oscillations of Spt4/5 are due to the factors fully coming on and off RNAPII, changes in the relative affinities of the factors with RNAPII, or a systematic bias in the TEF-seq assay. This question could be addressed in the future by using single-molecule approaches including RNAPII and Spt4/5 combined with nucleosomal DNA templates.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Monoclonal ANTI-FLAG® M2 antibody	Sigma-Aldrich	F3165; RRID: AB_259529
Anti-GFP-antibody	Abcam	Cat# ab290; RRID:AB_303395
Anti-RNA polymerase II subunit B1 (phospho-CTD Ser-5) Antibody, clone 3E8	Millipore	Cat# 04-1572-I; RRID:AB_2801296

**Bacterial and virus strains**		

pFA6a-3-FLAG-His3MX6	Fischl et al., 2017	N/A
pFA6a-FRB-yEGFP-hygromycin	Holstege Lab	N/A

**Chemicals, peptides, and recombinant proteins**		

ANTI-FLAG M2 Affinity Gel antibody	Sigma-Aldrich	Cat#A2220; RRID:AB_10063035
RQ1 RNase-free DNase I	Promega	M6101
3X FLAG Peptide	Sigma-Aldrich	F4799
miRNeasy Mini Kit	QIAGEN	Cat#217004
T4 RNA Ligase 2 truncated	New England Bio Labs	M0242
Gel Loading Buffer II	Invitrogen	AM8546G
10% Mini-PROTEAN TBE-Urea Gel	BIO-RAD	Cat#4566033
SYBR Gold Nucleic Acid Gel Stain	Invitrogen	S11494
Corning Costar Spin-X centrifuge tube filters	Corning	CLS8162
GlycoBlue Coprecipitant	Invitrogen	AM9516
SuperScript III Reverse Transcriptase	Invitrogen	Cat#18080044
SUPERase.In RNase Inhibitor	Invitrogen	AM2694
CircLigase ssDNA Ligase	Cambio	CL4115K
Phusion® High-Fidelity PCR Master Mix with HF Buffer	New England Bio Labs	M0531S
8% TBE Gel	Novex	EC62155BOX
Zymolyase 20T	MP biomedical	Cat#08320921
1M HEPES Solution	Fisher Scientific	Cat#10204932
Nuclease S7	Roche	Cat#10107921001
cOmplete, EDTA-free Protease Inhibitor Cocktail	Roche	Cat#11836170001
PhosSTOP 10 tablets	Roche	Cat#4906845001
Dynabeads Protein A for Immunoprecipitation	Invitrogen	10002D
Dynabeads Protein G for Immunoprecipitation	Invitrogen	10003D
Rapamycin	LC laboratories	R-5000
Pierce Silver Stain Kit	Thermo Fisher Scientific	Cat#24612
Zymoclean ChIP concentrator kit	Zymo Research	D5201

**Critical commercial assays**		

NEBNext Ultra II DNA Library Prep Kit	New England Bio Labs	E7103
NextSeq 500/550 High Output Kit v2.5 (75 Cycles)	Illumina	Cat# 20024906

**Deposited data**		

NET-seq, ChIP-seq, TEF-seq, and MNase-seq	This study	GEO:GSE159291

**Experimental models: Organisms/strains**		

*S. cerevisiae* strains	This study	Table S1
*S. pombe* Rpb9-3xFLAG	Vasilieva Lab	Table S1

**Oligonucleotides**		

Library construction, ChIP-qPCR, RT-PCR, and gene tagging	IDT	Table S2

**Software and Algorithms**		

Galaxy Web-based platform	Usegalaxy.org	RRID:SCR_006281
FastQC	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	RRID:SCR_014583
Bowtie for Illumina	Langmead, 2010	RRID:SCR_005476
Model-based Analysis for ChIP-Seq -MACS2	Zhang et al., 2008	RRID:SCR_013291
R Project for Statistical Computing	R studio	https://www.r-project.org/; RRID:SCR_001905
Bioconductor	Gentleman et al., 2004	RRID:SCR_006442
GenomicRanges	Bioconductor	RRID:SCR_000025
GenomicFeatures	Lawrence et al., 2013	RRID:SCR_016960
DEseq2	Love et al., 2014	RRID:SCR_015687
DEP	Zhang et al., 2018	https://bioconductor.org/packages/release/bioc/html/DEP.html
DANPOS2	Chen et al., 2013	RRID:SCR_015527
MATLAB	The MathWorks Inc.	RRID:SCR_001622

**Other**		

Bioscreen C MCR	Oy Growth Curves Ab Ltd	RRID:SCR_007172
Qubit Fluorometer	Thermo Fisher Scientific	RRID:SCR_018095
2100 Bioanalyzer Instrument	Agilent	RRID:SCR_018043
ImageJ	Schneider et al., 2012	RRID:SCR_003070

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Jane Mellor ()

#### Materials availability

Yeast strains (Table S3) generated in this study are available on request from the lead contact.

### Experimental model and subject details

#### Yeast strains and culturing

BY4741 derived *S.cerevisiae* cells were pre-cultured in YPD (1% yeast extract, 1% peptone, and 2% glucose) overnight at 30°C. The overnight culture was used to inoculate appropriate volume of YPD culture at OD_600_ 0.2, which was grown (30°C, 160 rpm) to OD_600_ 0.6-0.7 for all experiments unless stated otherwise. *S.pombe* cells were cultured in YES (0.5% yeast extract, 0.0225% of each aa: L-Adenine, L-Histidine, L-leucine, L-Lysine HCL, Uracil, and 3% glucose) in the same way as *S.cerevisiae* cells.

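The deletion and anchor-away strains were checked in the RNA-seq libraries at the genes that were deleted or tagged. *SPT4* (YGR063C) lies on chromosome VII of the R64 assembly from 617516 to 617824 on the minus strand, is annotated as a protein-coding gene with 1 coding exon, and overlaps no other annotated gene. Its neighbours are *COX18*, which ends at 617278, and *VHT1*, which starts at 618077. *SPT4* had 348 ± 15.5 normalized counts (SD, n = 2) in WT cells. In *spt4Δ* cells, replicate 1 had 0 reads on *SPT4* and replicate 2 had 4 reads, or 2.36 normalized counts. The log2 fold change of *spt4Δ* over WT was -7.58 (standard error 0.617, adjusted p = 9.84e-31 from limma with Benjamini-Hochberg adjustment), on the log2 scale of the normalized count with a pseudocount of 1. With a pseudocount of 10 it was -5.01, the value furthest from this among the alternatives. In the anchor-away strains *SPT4* or *SPT5* is not deleted but fused to FRB, through which rapamycin draws the protein out of the nucleus. There, *SPT4* had 322 ± 81.1 normalized counts (SD, n = 2) with DMSO and 249 ± 29.2 (SD, n = 2) after rapamycin in Spt4-AA. This difference was not larger than the spread between libraries (log2 fold change -0.35, standard error 0.213, adjusted p = 0.264 from limma). It was -0.61 without the Spt4-FRB DMSO library, -0.0916 without the Spt5-FRB DMSO library and 0.0756 with each library rescaled to the same total. In Spt5-AA, for which the DMSO libraries were scaled separately, *SPT4* had 354 ± 89.8 (SD, n = 2) with DMSO and 45.2 ± 2.72 (SD, n = 2) after rapamycin (log2 fold change -2.92, standard error 0.197, adjusted p = 3.94e-14 from limma), in libraries where the median gene also fell by 1.84 on the log2 scale. After rescaling by the median ratio the log2 fold change of *SPT4* in Spt5-AA was -1.07. *SPT5* (YML010W), on chromosome XIII from 247677 to 250868 on the plus strand, is not analysed here at the level of RNA. *FPR1* (YNL135C), on chromosome XIV from 371882 to 372226, is deleted in the anchor-away strains (Table S3). It had 1231 ± 17.3 normalized counts (SD, n = 2) in WT cells, and 12.6 and 17.3 normalized counts in the DMSO libraries of the Spt4-FRB and Spt5-FRB strains.

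**Figure D1:**
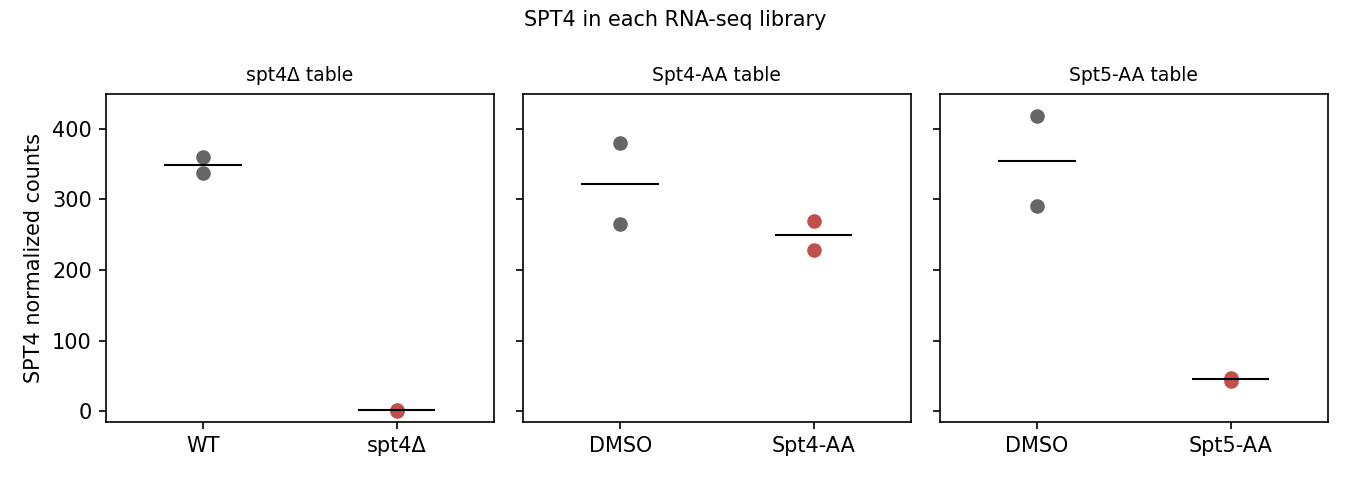
Normalized counts of *SPT4* (y axis) in each RNA-seq library, with one panel for each separately scaled table; points are libraries and lines are the means of 2 libraries. Both *spt4Δ* libraries lie at or near 0, whereas both Spt4-AA libraries lie above 200 normalized counts.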

All strains used in this study, and the plasmids used to construct new strains for this study, are listed in Table S3. C terminus tagging of the proteins was performed by using the homologous recombination method (Longtine et al., 1998). PCR products were amplified with a 40 bp sequence homologous to the first 40 bp upstream of the stop codon of the gene to be tagged followed by a tag sequence, selection marker and 40bp of sequence homologous to a region downstream of the gene to be tagged (see Table S4 for primers).

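The homology arms of the tagging primers in Table S4 were matched to the R64 assembly. For *SPT4*, the first 40 bases of the FRB forward primer (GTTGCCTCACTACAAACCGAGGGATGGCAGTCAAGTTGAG) match chromosome VII from 617519 to 617558, directly before the TAA stop codon at 617516 to 617518 of this minus-strand gene. The first 40 bases of the *SPT4* reverse primer (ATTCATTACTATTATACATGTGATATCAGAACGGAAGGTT) match 617476 to 617515, directly after the stop codon. For *SUA7*, on chromosome XVI from 710101 to 711138, the 40-base forward arm matches 711096 to 711135 and ends directly before the TAA stop codon, and the 40-base reverse arm matches 711161 to 711200, with 22 bases between it and the stop codon. For *RPB3*, on chromosome IX from 312905 to 313861, the 40-base forward arm (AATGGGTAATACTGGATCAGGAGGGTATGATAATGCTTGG) matches 313819 to 313858, directly before the TAG stop codon. The *RPB3* reverse primer, as printed, matches over its first 25 bases, at 313886 to 313910. For *SPT5*, the 40-base reverse arm matches chromosome XIII from 250879 to 250918, 10 bases after the TAA stop codon at 250866 to 250868. Each of the *SPT5* forward primers, as printed, matches at the gene over its first 10 bases only. With base 10 of the primer left out, the FLAG primer matches 40 bases of the genome, from 250826 to 250865, which ends directly before the stop codon, and the FRB primer matches 34 bases, from 250826 to 250859. Each arm longer than 10 bases had 1 match in the genome.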

### Method details

#### NET-seq/TEF-seq

##### Cell growth and immunoprecipitation

2 L of cells were grown in YPD to OD_600_ 0.65 (30°C, 160 rpm shaking), collected by filtering and flash frozen in liquid nitrogen. 1.28 g of frozen *S.cerevisiae* pellet was combined with 0.32 g of frozen *S.pombe* pellet. The combined pellet was ground with mixer mill (6 cycles, 3 min, 15 hz) in a metal chamber with a metal ball and the chamber was submerged into liquid nitrogen between the milling runs. IPs were carried out in the cold room, all buffers used were ice-cold and all centrifugations were at 4°C. 1 g of grindate was resuspended in 5.66 mL of Lysis Buffer A (20 mM HEPES (pH 7.4), 110 mM KOAc, 0.5% Triton X-100, 0.1% Tween 20, 10 mM MnCl2, 1x proteinase inhibitors (Roche; complete, EDTA-free), 50 U/ml SUPERase.In RNase inhibitors (Invitrogen), 132 U/ml DNase I (Promega)) by continuous pipetting up and down for several minutes. The lysate was incubated in ice for 20 min and then centrifuged (16,000 g, 10 min). The supernatant was taken and 400 μl of M2 agarose beads pre-washed twice with 10 mL Lysis Buffer A (without SUPERase.In and DNase I) was added to the supernatant. IPs were performed on a rotating wheel for 2.5 h and then washed 4 times for 2 min with 10 mL Wash Buffer A (20 mM HEPES (pH 7.4), 110 mM KOAc, 0.5% Triton X-100, 0.1% Tween 20, 1 mM EDTA). Excess wash buffer was removed by centrifugation (1,000 g, 2 min). Samples were eluted twice with 300 μl 1 mg/ml of 3xFLAG peptide (Sigma) (prepared in Lysis Buffer A without SUPERase.In and DNase I) for 30 min by mild rotation. Eluates were collected by centrifugation (1,000 g, 2 min) and combined. RNAPII bound RNA was isolated with QIAGEN miRNA kit according to the manufacturer’s instructions, RNA was eluted in 31 μl of elution buffer. 1 μl of the sample was used to measure RNA amount in Nanodrop. During the IP, 20 μl of samples were taken from the input, unbound (the first flow through after 2.5 h IP incubation) and eluate samples, and mixed with 20 μl of 2x SDS buffer (100 mM Tris-Cl pH 6.8, 20% glycerol, 4% SDS, 0.1% bromophenol blue, 200 mM DTT) for western blot controls.

##### Library preparation: Adaptor ligation and fragmentation

A minimum of 2.5 μg of immunoprecipitated RNA was diluted in 30 μl H_2_O, split into 3 tubes and denatured (2 min, 80°C) and placed on ice (2min). RNA was ligated with 5′end adenylated and 3′end blocked adaptor (Table S4) by adding 10 μl of ligation mix (50 ng/μl cloning linker 1, 12% PEG 8000, 1 x T4 RNA ligase2 truncated ligation buffer, 10 U/μl T4 RNA ligase2 (truncated) (NEB)) to each tube (3 h, 37°C). Then the reaction was stopped by adding 0.7 μl of 0.5 M EDTA. Adaptor ligated RNA was fragmented by adding 20 μl of Alkaline Fragmentation Buffer (AFB; 100 mM NaCO3 (pH 9.2), 2 mM EDTA) (35-40 min, 95°C). Exact incubation time was determined for each batch of AFB. Then 0.56 mL RNA precipitation buffer (500 μL H_2_0, 60 μL 3M NaOAc (pH 5.5), 2 μL 15 mg/ml GlycoBlue (Ambion)) and 0.75 mL isopropanol was added, and samples were incubated at −20°C (> 30 min). RNA was collected by centrifuge (20,000 g, 30 min,4°C) and washed with cold 80% EtOH. RNA in three tubes was resuspended in the same 10 μl of 10 mM Tris-HCl pH 7.0.

##### Library preparation: RNA size selection

Adaptor ligated, and fragmented RNA was mixed with 10 μl gel loading bufferII (Invitrogen), denatured (2 min, 80°C) and placed on ice (3 min). Denatured RNA was run on 10% TBE-Urea gel (Biorad) (200 V, 35 min) in 1 x TBE buffer (diluted from RNase-free 10 X TBE (Ambion)). The gel was stained with SybrGold (Invitrogen) (5 min, RT) and RNA corresponding to 40-90nt was excised. For physical disruption, the gel slices were spun through 0.5 mL tubes with holes at the bottoms nested in 1.5 mL tubes. The disrupted gel slurry was incubated in 600 μl water (10 min, 70°C, 1400rpm shaking). RNA was cleared from the gel by transferring the mix into a Costar-spin column (Corning) and centrifuging (20,000 g, 3 min, RT). 50 μl 3 M Sodium Acetate (pH 5.5), 2 μl Glycoblue and 0.75 mL of isopropanol was added to RNA mix and incubated at −20°C (> 30 min). RNA was collected by centrifugation (20,000 g, 30 min, 4°C), washed with 0.75 mL cold 70% EtOH and resuspended in 10 μl of 10 mM Tris pH 7.0.

##### Library preparation: Reverse transcription (RT)

Size selected RNA was mixed with 4.6 μl of RT mix (3.28 μL 5 x First-Strand buffer, 0.82 μL dNTPs (10 mM each), 0.5 μL 100 μM RT primer (Table S4)) and denatured (2 min, 80°C). Then 1.32 μl Superase.In/DTT and 0.82 μl SuperScriptIII added and incubated (30 min, 48°C). 1.8 μl 1 M NaOH added (20 min, 98°C) to degrade RNA. 1.8 μl 1M HCl added after the incubation to neutralize the cDNA.

##### Library preparation: cDNA size selection

cDNA was mixed with 20 μl gel loading buffer II (Invitrogen), denatured (3 min, 95°C) and placed on ice (3 min). Denatured cDNA was run on 10% TBE-Urea gel (Biorad) (200 V, 50 min) in 1xTBE buffer. The gel was stained with SybrGold (Invitrogen) (5 min, RT) and cDNA corresponding to 80-130 nt was excised. For physical disruption, the gel slices were spun through 0.5 mL tubes with holes at the bottoms nested in 1.5 mL tubes. The disrupted gel slurry was incubated in 400 μl water (10 min, 70°C, 1400 rpm shaking). cDNA was cleared from the gel by transferring the mix into a Costar-spin column (Corning) and centrifuging (20,000 g, 3 min, RT). 25 μl 3 M NaCl, 2 μl Glycoblue and 0.75 mL of isopropanol was added to the cDNA mix. Samples were incubated at −20°C (> 30 min). cDNA was collected by centrifuge (20,000 g, 30 min, 4°C), washed with 0.75 mL cold 80% EtOH and resuspended in 15 μl of 10 mM Tris-HCl (pH 8.0).

##### Library preparation: Circularization

4 μl circularization mix (2 μL 10 x CircLigase buffer, 1 μL 1 mM ATP, 1 μL 50 mM MnCl_2_) and 1 μl of CircLigase (Epicenter) was added to the size selected cDNA and incubated (60 min, 60°C). Then the enzyme was heat inactivated (10 min, 80°C).

##### Library preparation: Amplification and barcoding

Circularized cDNA was amplified and barcoded (Table S4) by adding 15 μl of PCR master mix (8 μl HF master mix (NEB), 0.8 μl 10 μM reverse barcoding primer, 0.8 μl 10 μM forward barcoding primer, 5.4 μl water) per 1 μl template (1 cycle: 30 s 98°C;; 3-to-7 cycles: 10 s 98°C; 10 s 60°C; 5 s 72°C;; 1 cycle: Hold 4°C). Tubes were taken at the end of 3-4-5-7 cycles. PCR products were mixed with 3μl loading dye (NEB) and run on 8% TBE gel (Invitrogen) (90 V, 95 min) in 1xTBE buffer. The gel was stained with SybrGold (Invitrogen) (5 min, RT) and DNA corresponding to 120-170 nt was excised. For physical disruption, the gel slices were spun through 0.5 mL tubes with holes at the bottoms nested in 1.5 mL tubes. Then 0.67 mL DNA soaking buffer (0.3 M NaCl, 10 mM Tris-HCl pH 8.0, 1 mM EDTA) was added to the gel slurry and tubes were incubated overnight on a rotating wheel.

##### Sequencing and data analysis

Barcoded libraries were pooled and sequenced on Illumina NextSeq 500 (50cycle, single-end) with custom reading primer (Table S4). Single-end FASTQ files were processed using usegalaxy.org and RStudio. Reads were groomed using FASTQ groomer for Sanger & Illumina 1.8 + (Blankenberg et al., 2010). Adaptor sequence ATCTCGTATGCCGTCTTC were trimmed and reads < 15 nt were discarded using Clip function. Reads were aligned to a combined fasta file of *S.cerevisiae* and *S.pombe* genomes using Bowtie for Illumina (Langmead, 2010). SAM files were converted to BAM files using SAM-to-BAM (Li, 2011). Using RStudio/Bioconductor packages (Gentleman et al., 2004), multiply aligned reads were filtered, and reads were narrowed to the 3′ends. Selected reads were annotated to the *S.cerevisiae* genes derived by TIF-seq (Pelechano et al., 2013).

##### No tag normalization

NET-seq was performed on strains without a FLAG-tag to detect background signal during the IP. As the *SCR1* gene is transcribed by RNAPIII and gives a high non-specific signal in both the FLAG-tagged and no tag NET-seq and TEF-seq IPs, and this locus was used for no-tag normalization. The reads on chrV [442007:442458] were split into 10 nt bins and FLAG-tag over no tag sample ratio is calculated for each bin. 

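The region from 442007 to 442458 on chromosome V is 452 nt long and lies within *SCR1* (YNCE0024W), which the annotation of the R64 assembly places from 441987 to 442508 on the plus strand and describes as the RNA of the signal recognition particle. It covers bases 21 to 472 of the 522-nt gene, or 86.6% of it, and leaves out 20 nt at the 5′ end and 50 nt at the 3′ end. Bins of 10 nt divide the region into 45 whole bins with 2 nt left over. *SCR1* overlaps no other annotated gene. The region begins with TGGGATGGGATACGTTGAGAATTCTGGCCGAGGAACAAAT, ends with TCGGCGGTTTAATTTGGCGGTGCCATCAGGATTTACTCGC and has a GC content of 55.8%.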

The mean *SCR1* ratio then multiplied by the no tag data and subtracted from the FLAG-tag samples.

FLAG−tag−[MeanSCR1ratio(FLAG−tag/notag)]xnotag

##### Spike in normalization

NET-seq data were aligned to the combined genome of Cer3 and Pombe. After the removal of non-uniquely aligned reads and no-tag background signal, counts table was created for *S.pombe* genes by using RStudio/Bioconductor (Gentleman et al., 2004; Lawrence et al., 2013). Then estimateSizeFactors function in the DEseq2/RStudio package was applied to calculate the relative amounts of *S.pombe* reads (i.e., normalization ratio) in each sample (Love et al., 2014). NET-seq data were calibrated by dividing *S.cerevisiae* reads by the normalization ratios.

##### NET-seq/TEF-seq metagene plots

Protein-coding genes (PCGs) > 750 nt were taken and genes with negative values due to no tag normalization were discarded. To avoid genes with wrong TSS annotation, genes having 1.5x more reads upstream of the TSS (−150 to 0 nt) than in the downstream (+1 to 150 nt) were also discarded. PCGs were plotted relative to the TSS in a window of TSS-250 nt to TSS+750 nt or relative to the PAS in a window of PAS-250 nt to PAS+250 nt. The mean number of counts for each nt position was calculated excluding top and bottom 1% of reads to avoid random spikes introduced during sequencing. The mean number of counts then was split into 10 nt bins for the metagene plots.

#### ChIP-seq

50 mL of cells were grown in YPD to OD600 0.6 (30°C, 160 rpm), collected by centrifuge (1,000 g, 4min) and resuspended in 45 mL of 1x PBS. Samples were crosslinked by addition of 1.25 mL of 37% formaldehyde (1% final) at RT for 5 min with shaking at 85 rpm on a rocker. Then the reaction was quenched by the addition of 2.5 mL of 2.5 M glycine (0.125 M final) at RT for 5 min with shaking at 85 rpm. Cells were pelleted (1,000 g, 4 min, 4°C) and washed twice with 10 mL of 1x PBS (1,000 g, 2 min, 4°C). Pellets were resuspended in cold FA-150 buffer (10 mM HEPES pH 7.9, 150 mM NaCl, 0.1% SDS, 0.1% sodium deoxycholate, 1% Triton X-100) and mixed with pre-crosslinked with *S.pombe* in 5:1 ratio (final *S.pombe* percentage being 16.7%). The cell suspension was lysed with glass beads using the MagnaLyser (Roche; 6 × 45 s runs, 2500 g, 4°C). The lysate was sheared 30-40 min with a Bioruptor sonicator 30 s ON/30 s OFF at high setting. The sheared lysate was cleared by centrifuge (10,000 g, 15 min, 4°C) and the supernatant was used for IP. 500 μL sample was incubated with ∼100 μg (25 μl) of the FLAG (M2) in 1.5 mL siliconized Eppendorf tubes for 15–20 h rotating at 4°C. When the IP was performed for ChIP-qPCR, 50 μL sample was diluted to 200 μL with FA-150 buffer and incubated with 5 μL (∼20 μg) of the GFP antibody in 1.5 mL siliconized Eppendorf tubes for 15–20 h rotating at 4°C. Bound chromatin was immunoprecipitated for 90 min at 22°C with 50 μL protein A or G-Dynabeads pre-blocked with bovine serum albumin and sonicated salmon sperm DNA. Beads and immunoprecipitated chromatin were pelleted by centrifugation (640 g, 1 min) and washed with 400 μl of TSE-150 buffer (20 mM Tris–Cl pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100) for 3 min, 400 μl of TSE-500 buffer (20 mM Tris-Cl pH 8.0, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100) for 3 min, 400 μl of LiCl buffer (0.25 M LiCl, 10 mM Tris-Cl pH 8.0, 1 mM EDTA, 1% deoxycholate, 1% NP-40) for 15 min and twice with 400 μl of TE. Following the washes, chromatin was eluted for 30 min at 65°C with 100 μl of elution buffer (0.1 M NaHCO3, 1% SDS). For reverse crosslinking, 7 μl of 5 M NaCl was added (3 h, 65°C). Next, samples were treated with 1 μl of 10 mg/ml RNase A for 1 h at 37°C and 2 μl of 20 mg/ml proteinase K overnight at 65°C. DNA was eluted with Zymoclean ChIP concentrator kit according to the manufacturer’s instructions. DNA concentrations were measured by qubit and libraries prepared with the NEBNext Ultra II DNA Library Prep Kit for Illumina according to the manufacturer’s instructions. Barcoded libraries were pooled and sequenced on Illumina NextSeq 500 (75 cycle, paired). Paired FASTQ files were processed using usegalaxy.org. Illumina adapters were trimmed using Trim Galore!. Reads were aligned to SacCer3 and Pombe genomes using Bowtie2. Aligned reads were filtered to remove PCR duplicates using RmDp and filtered for quality reads MAPQ > 20 using Filter SAM or BAM. To normalize reads to Pombe spike-ins, normalization ratio was calculated to obtain the same amount of filtered Pombe BAM reads in each sample, and SacCer3 BAM reads were calibrated using Downsample SAM/BAM accordingly. ChIP-seq peaks were obtained using MACS2 callpeak (Zhang et al., 2008), and the background signal was subtracted using MACS2 bdgcmp.

#### Proteomics Sample Collection and Analysis

The IP was performed as in the NET-seq IP with the following modifications; 1 L of cells were grown instead of 2 L and the working volumes were halved accordingly. Lysis and wash buffers were supplemented with 1 x PhosSTOP (Roche). After the first four washes as in NET-seq, the fifth wash was performed for 20 min in wash buffer A. Next, four more washes were performed with wash buffer A-150 (20 mM HEPES (pH 7.4), 110 mM KOAc, 0.5% Triton X-100, 0.1% Tween 20, 1 mM EDTA, 150 mM NaCl) for 1 min each for the first three and 30 min for the final wash.

##### Mass spectrometry and data analysis

200 μl of the eluate was submitted to Advanced Proteomics Facility at University of Oxford, Department of Biochemistry. Samples were Trypsin FASP digested with detergent. Raw MS data files were analyzed with MaxQuant with (< 1% FDR) and searched against *S.cerevisiae* database. For protein quantification, LFQ intensities were used. Proteins with less than 2 peptides in FLAG IP experiments were discarded. Data were imputed and p values were calculated with DEP package /RStudio (Zhang et al., 2018). Significant proteins met the criteria of log_2_FC(*spt4Δ*/WT) > 2 and p.adj < 0.01.

##### Silver Staining

Protein samples were separated on 4%–20% precast gradient SDS polyacrylamide gel (Biorad) by gel electrophoresis at 100 V for 2 h. Silver staining was performed with Pierce Silver Stain Kit (Thermo Fisher) according to the manufacturer’s instructions. Briefly, the gel was washed with MQ water (10 min) and fixed in 30% ethanol 10% acetic acid (30 min). After washing with 10% ethanol (10 min) and MQ water (10 min), it was sensitized (1 min), stained (30 min) and developed (2-3 min) with the buffers provided in the kit. The developed gel was fixed with 5% acetic acid (10 min).

#### Anchor Away

##### Rapamycin treatment

2.3 L of cells were grown in YPD to OD_600_ 0.3 (30°C, 160 rpm) and DMSO or 1 mg/ml rapamycin dissolved in DMSO added. For ChIP, 45 mL of cells collected at 0, 60, 140 min (or at 0, 60, and 180 min for Spt5) after rapamycin treatment. For fluorescence microscopy, 13 mL of cells collected at 0, 60, 140 min (or at 0, 60, and 180 min for Spt5).

##### ChIP-qPCR

Rapamycin-treated samples were cross-linked with 1% FA (10 min, RT). Then the reaction was quenched for 5 min with the addition of 2.5 mL of 2.5 M glycine. Cells were pelleted (1,000 g, 2.5 min, 4°C) and washed twice with 10 mL cold PBS (137 mM NaCl, 2.7 mM KCl, 8 mM Na_2_HPO_4_, and 2 mM KH_2_PO_4_). Immunoprecipitation of ChIP was performed as described above. qPCR was performed using a Corbett Rotorgene and Sybr green mix (Bioline) for *RPL3* and *PGK1* loci (see Table S4 for primers). 

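The *PGK1* primers match the R64 assembly on chromosome III and enclose 140 bp from 137796 to 137935, which are bases 51 to 190 of the 1251-bp coding sequence of *PGK1* (YCR012W, 137746 to 138996, plus strand). This is an intronless gene, and the amplified sequence is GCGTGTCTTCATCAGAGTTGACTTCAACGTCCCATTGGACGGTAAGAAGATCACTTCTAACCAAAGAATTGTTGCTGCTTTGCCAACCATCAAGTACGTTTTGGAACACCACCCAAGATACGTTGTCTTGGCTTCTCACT, with a GC content of 45%. Each *PGK1* primer had 1 match in the genome. The *RPL3* forward primer (GGGTTACAAGGCTGGTATGA) had 1 match, on chromosome XV within *RPL3* (YOR063W, 444686 to 445849, plus strand, 1 coding exon). The *RPL3* reverse primer, as printed, has 21 bases and had 0 exact matches in the genome. With base 11 left out, its remaining 20 bases had 1 match, and the primers then enclose 120 bp from 444826 to 444945, which are bases 141 to 260 of the 1164-bp coding sequence of *RPL3*. Both positions lie in the 5′ part of their genes.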

Signal was computed using %input method.

##### Immunofluorescence microscopy

Rapamycin-treated samples were kept in a falcon tube wrapped with aluminum foil to limit light exposure as much as possible. Then the harvested cells were cross-linked with 4% PFA (40 min, RT), pelleted (1,000 g, 2.5 min, 4°C) and washed twice with 5 mL of cold buffer B (1.2 M sorbitol, 100 mM KHPO_4_ pH 7.5). The pellet was resuspended in residual buffer B after the second centrifuge, and 200 μl of the suspension placed on poly-L-lysine coated coverslips and incubated (30 min, 4°C). Then coverslips were washed by dipping into MQ water twice and mounted on slides with a drop of ProLong Diamond Antifade Mountant with DAPI (Vector Shield). Slides were left at RT overnight in the dark and corners of the coverslips sealed with transparent nail polish. Slides were imaged with DeltaVision CORE wide-field fluorescence deconvolution microscope using a 100x/1.4 objective lens, T%32 filter, with exposure times of 0.05 s for DAPI and 1 s for FITC channels, respectively. For NET-seq, cells were grown to OD_600_ 0.65 (140 min for Spt4 depletion, 180 min for Spt5 depletion and 120 min for DMSO control) and 2L of cells were harvested as described above for NET-seq. Images were processed using ImageJ (Schneider et al., 2012).

##### Doubling time measurement and analysis

Overnight cultures were diluted to OD_600_ 0.10-0.15 in 250 μl YPD and grown in 100 well plates for the Bioscreen (22 h, 30°C), with readings at OD_600_ taken every 20 min with shaking (200 rpm). For the anchor away testing, YPD is supplemented with DMSO or 1 mg/ml rapamycin dissolved in DMSO. A minimum of four technical replicates were performed for each condition and strain. OD_600_ measurements were analyzed in R. Reads were blanked by subtracting medium-only reads. Doubling times were calculated by choosing the exponential growth phase (OD_600_ 0.2 to 0.7) and using the following equation: Doubling time = log (2)^∗^time/ [log (max (OD_600_) – log (min (OD_600_))]

#### MNase-seq

##### MNase-seq protocol

Cell nuclei was prepared as described (Almer et al., 1986).1 L of cells were grown in YPD to OD_600_ 0.6 (30°C, 160 rpm), collected by filtering and resuspended in 45 mL of cold water. Then cells were pelleted by centrifuge (1,000 g, 5min, 4°C). After discarding the water, the weight of cells (wet weight) was noted and the following volumes were used per 1 g of wet cells. 2 mL of pre-incubation solution (2.8 mM EDTA, pH 8, 0.7 M 2-mercaptoethanol) was added to wet cells and incubated (30°C, 30 min). Then samples were pelleted (1,000 g, 5 min, 4°C) and the pellet was washed with 40 mL of 1 M sorbitol. After centrifuging (1,000 g, 5 min, 4°C) and discarding sorbitol, the pellet was resuspended in 5 mL of sorbitol/B-ME (1 M sorbitol, 5 mM 2-mercaptoethanol) solution and 200 μl of 2% of zymolase solution at 30°C for 30 min with shaking. The lysate was pelleted (3,000 g, 8 min, 4°C) and the pellet was washed with 40 mL of 1 M sorbitol. Nuclei were resuspended in 7 mL of Ficoll solution (18% Ficoll, 20 mM KH_2_PO_4_, 1 mM MgCl_2_, 0.25 mM EGTA, 0.25 mM EDTA) then collected by centrifuge (20,000 g, 30 min, 4°C). The nuclei obtained from 0.5 g equivalent of cells were resuspended in 3 mL of freshly prepared SDB (1 M sorbitol, 50 mM NaCl, 10 mM Tris-Cl pH 7.5, 5 mM MgCl_2_, 1 mM CaCl_2_, 0.075% NP-40, 1 mM 2-mercaptoethanol), split into 6 tubes. 6 reactions were set up with 20-40-80-160-320U of 10U/μl MNase (prepared in 200mM Tris pH 7.5, 50 mM NaCl, 50% glycerol; Nuclease S7 Roche) and incubated (37°C, exactly 10 min). Reactions were quenched with 50 μl of pre-warmed stopping buffer (5% SDS, 50 mM EDTA, at 65°C). 50 μl of 20 mg/ml proteinase K (Roche) added to MNase treated samples and incubated (overnight, 65°C). Samples were treated with 1μl of 10 mg/ml RNase A (1 h, 37°C) and then DNA was eluted with Zymoclean ChIP concentrator kit according to the manufacturer’s instructions. Isolated DNA was run on a 1.5% agarose-TBE gel and right digestion (80U) was chosen based on the enrichment of mono-nucleosome bands; faint di-nucleosome bands are still visible without over digestion. The mono-nucleosomal DNA band was gel extracted. DNA concentrations were measured by qubit and libraries prepared with the NEBNext Ultra II DNA Library Prep Kit for Illumina according to the manufacturer’s instructions.

##### MNase-seq data analysis

Barcoded libraries were pooled and sequenced on Illumina NextSeq 500 (75 cycle, paired). Paired FASTQ files were processed using usegalaxy.org. Illumina adapters were trimmed using Trim Galore!. Reads were aligned to SacCer3 genome using Bowtie2. Aligned reads were filtered to remove PCR duplicates using RmDp and filtered for quality reads MAPQ > 20 using Filter SAM or BAM. BAM files were further analyzed using a peak calling software DANPOS2 (Chen et al., 2013). Read densities and nucleosome positions obtained from DANPOS2 were used for metagene analysis.

##### MNase-seq metagene analysis

Protein coding genes (PCGs) shorter than 600 nt were discarded. Genes with 4 peaks within the first 600 nt from the TSS (+1 to 600 nt) across the three replicates were included in the analysis to avoid genes with poorly phased nucleosomes. 2622 PCGs were left for the analysis.

#### Mathematical Modeling

The process of transcription was formulated as a stochastic process with core components of initiation; elongation; polymerase occlusion; stalling; resumption of elongation from the stalled state; backtracking from a stalled state; resumption of elongation from the backtracked state; collision-induced stalling and termination; early termination with a Poisson distribution around a fixed location; two dynamic windows, in which there can be different stalling, backtracking, and resumption rates; termination at the 3′ end of a gene. When polymerases collide, the situation resolves itself depending on the state of the polymerases involved. If a moving polymerase collides with another moving polymerase, the upstream polymerase becomes stalled. If a moving polymerase collides with a stalled polymerase, the upstream polymerase will become stalled and the downstream stalled polymerase will be terminated. If a moving polymerase collides with a backtracked polymerase, the upstream polymerase will become stalled.

The simulations were limited to the beginning of a synthetic gene, which covered 1000 nt. Polymerases had a fixed footprint of 40 nt. Upon reaching the end of the synthetic gene and elongating, polymerases were removed. 150,000 parameter sets were sampled uniformly between the maximum and minimum parameter values given in Table S1, via latin-hypercube sampling (McKay et al., 1979) and each of these was simulated for a population of 100,000 identical synthetic genes. Simulations were run for the equivalent of 40 minutes in increments of 0.005 minutes per time-step to allow the system to reach a steady state. The output distribution of transcriptionally-engaged polymerase for a given parameter set was then taken of the sum of the locations of polymerases at the final time-step of each of the 100,000 simulated genes. For the purposes of fitting, simulation and experimental data were binned with bins of size 10 nt. For the experimental NET-seq data, genes were defined via annotations derived from TIF-seq (Pelechano et al., 2013): the TSS and TTS for each gene was defined by choosing the most abundant start and end point detected in YPD. Only genes longer than 1000 nt in length were selected and, of those, only ones with total read counts in the first 1000 nt greater than the average for all initially selected genes. Experimental and simulated NET-seq data were normalized by dividing each bin by the total read counts or sampled polymerase locations in the first 1000 nt, respectively. Simulated data were compared to NET-seq data using the Kolmogorov-Smirnov statistic (maximum of the differences between individual points of the CDF of each dataset; Massey, 1951) as the goodness-of-fit metric. For the plots in Figure 2B, the single best fitting simulation for each gene was used; for the parameter comparisons, the 100 best fitting simulations for each gene were used.

### Quantification and statistical analysis

Number (n) of biological or technical repeats is given in the legend for each figure. A biological repeat is a separate experiment using a fresh aliquot of a yeast strain conducted at a different time. Technical repeats are conducted on the same material as part of the same experiment.

N is the number of genes subjected to statistical analysis after meeting criteria for inclusion or exclusion described in each legend or in the STAR Methods.

#### Statistical Analysis

Details are given in the figure legend for each experiment. In summary for growth assays error bars indicate standard deviation of 3 biological replicates performed at 4 technical repeats. ^∗^ p value < 0.05, ^∗∗∗^p value < 0.001 (Student’s t test, unpaired, two-tailed or Student’s t test, paired, two sided). For boxplots, p < 0.001, two-tailed, paired Student’s t test. For proteomics the significance for enrichment or depletion of factors requires the following criteria: log2(fold change spt4Δ/WT) > 2 and p-adj < 0.05. Differential enrichment of factors on RNAPII used DEseq2 applied to the read counts from the gene body (TSS to TSS-250 nt) for two replicates of each dataset and requires a p-adjusted < 0.05. A one tailed (condition: upstream signal < downstream signal), paired Student’s t test was used to determine significance of the change in factor occupancy on RNAPII around nucleosomes.

### Additional resources

There are no additional resources associated with this study.

## Data Availability

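The datasets include RNA-seq of WT and *spt4Δ* cells, with 2 replicates of each. Total RNA was isolated from flash-frozen *S. cerevisiae* cells to which frozen *S. pombe* cells had been added before lysis, ribosomal RNA was depleted, and strand-specific libraries were made. The authors deposited normalized counts for 5572 genes in one table for these 4 libraries, and beside it their DESeq2 comparison. The aligner, the read counter and the gene annotation for RNA-seq are not named in the paper's text. Each library's values were whole multiples of one step for 100% of values, so that the reads behind them could be recovered. WT replicates 1 and 2 had 6074207 and 2743158 reads on the listed genes, and *spt4Δ* replicates 1 and 2 had 6814227 and 6389723. The authors had divided these reads by size factors of 1.57 and 0.696 for WT and of 0.543 and 1.70 for *spt4Δ*. The normalized counts thus summed to 3861287 and 3943991 in WT, and to 12538512 and 3761984 in *spt4Δ*. The factor of *spt4Δ* replicate 1 did not follow its number of reads. The median log2 fold change of *spt4Δ* over WT was 0.83, and 0.14 without this replicate. The number of *S. pombe* reads is not analysed here. The 4 libraries were compared with limma on log2 of the normalized count with a pseudocount of 1, over the 5283 genes with a mean of at least 10 normalized counts. The depth of WT replicate 2 limits the precision at genes with few reads (median 137 reads per gene).

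**Figure D2:**
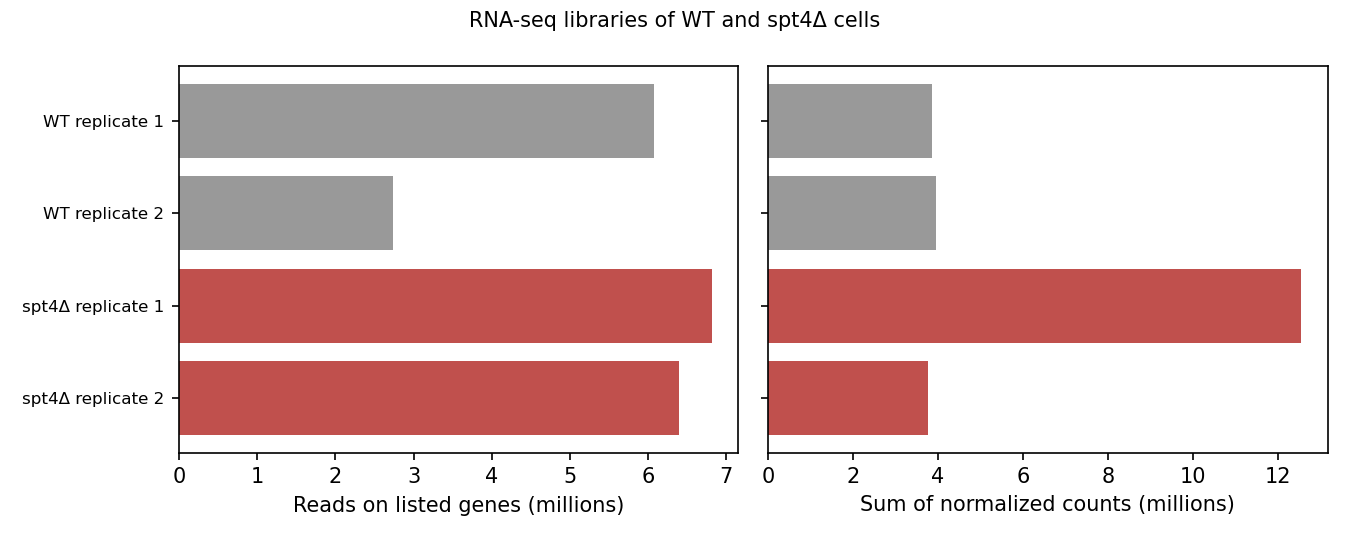
Bars give the number of reads on the listed genes (left x axis) and the sum of normalized counts (right x axis), from 0, in each RNA-seq library of WT (gray) and *spt4Δ* (red) cells. The reads of the *spt4Δ* replicates are close to each other, at 6814227 and 6389723, whereas their normalized sums are 12538512 and 3761984.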

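RNA-seq was also carried out in the anchor-away strains, in which rapamycin removes an FRB-tagged protein from the nucleus. Cells of the Spt4-FRB strain were harvested 140 min and cells of the Spt5-FRB strain 180 min after rapamycin, with 2 replicates of each. The solvent control was 1 library of each strain harvested 120 min after DMSO, so that the treatment and the time of harvest changed together. The authors deposited a table of normalized counts for each depletion, with 4835 genes in each, and both tables hold both DMSO libraries. The reads recovered for each DMSO library were identical in the 2 tables at all 4835 genes, whereas their scaling differed, so that each comparison was made within its own table. There were 1866670 and 2082274 reads in the DMSO libraries of the Spt4-FRB and Spt5-FRB strains, 1957325 and 2730382 in Spt4-AA replicates 1 and 2, and 798455 and 1138341 in Spt5-AA replicates 1 and 2. In the Spt5-AA table the authors' size factors were 0.723 and 0.738 for DMSO and 1.18 and 1.63 for Spt5-AA, so the libraries with fewer reads had the larger factors. Their normalized counts summed to 2582163 and 2822656 with DMSO and to 677472 and 696641 after depletion of Spt5. In the Spt4-AA table the sums were 2353976 and 2565691 with DMSO and 1721616 and 1939746 after depletion of Spt4. At a mean of at least 10 normalized counts, 4685 genes were tested in Spt4-AA and 4673 in Spt5-AA. Spt5-AA replicate 1 was the least deep library, with a median of 55 reads per gene, and gives the least precise values at genes with few reads.

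**Figure D3:**
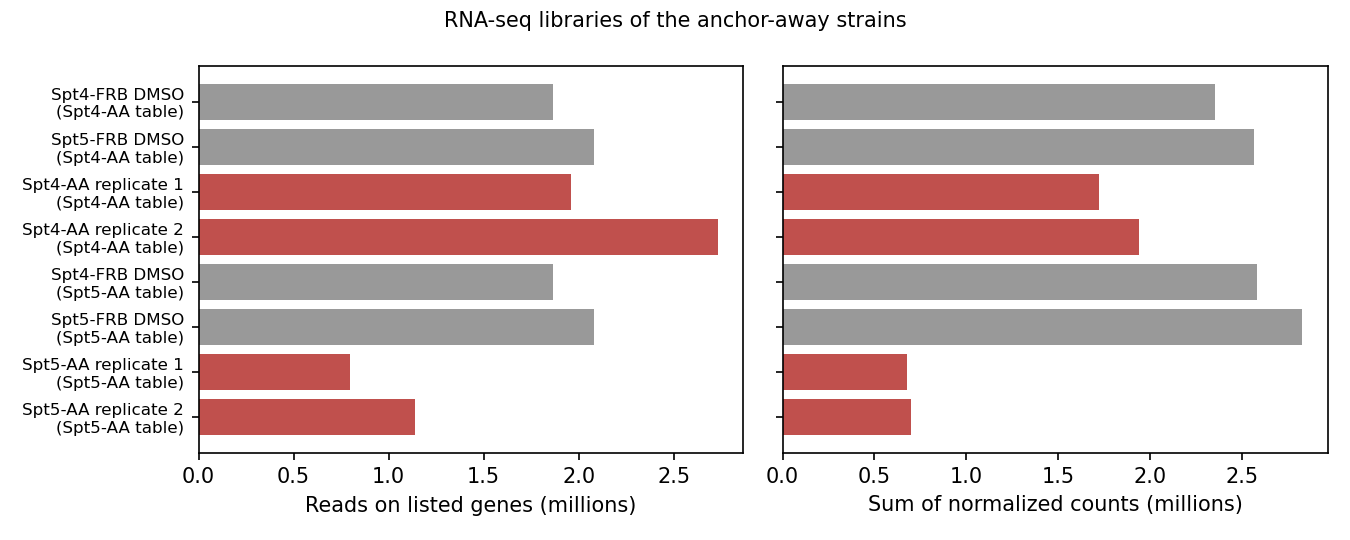
Bars give the number of reads on the listed genes (left x axis) and the sum of normalized counts (right x axis), from 0, in each RNA-seq library of the anchor-away strains, with DMSO in gray and rapamycin in red; each DMSO library appears in both tables. Spt5-AA replicates have the lowest sums, 677472 and 696641.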

The datasets generated during this study are available at GEO:GSE159291. The PRO-seq (GEO:GSE76142) and *paf1Δ* NET-seq (ArrayExpress: E-MTAB-4568) datasets were downloaded and reanalyzed as part of this study. The original code for mathematical model is provided at https://github.com/aangel-code/spt4_transcription_simulation. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Spt4 facilitates the movement of RNA polymerase II through the +2 nucleosomal barrier
**Source:** Cell Rep. 2021 Sep 29;36(13):109755. doi: 10.1016/j.celrep.2021.109755
**Supplement:** Document S1. Figures S1–S7 and Tables S1–S4

**Cell Reports, Volume 36**

**Supplemental information**

**Spt4 facilitates the movement  
of RNA polymerase II  
through the +2 nucleosomal barrier**

**Ülkü Uzun, Thomas Brown, Harry Fischl, Andrew Angel, and Jane Mellor**

Figure S1, related to Figure 1

A

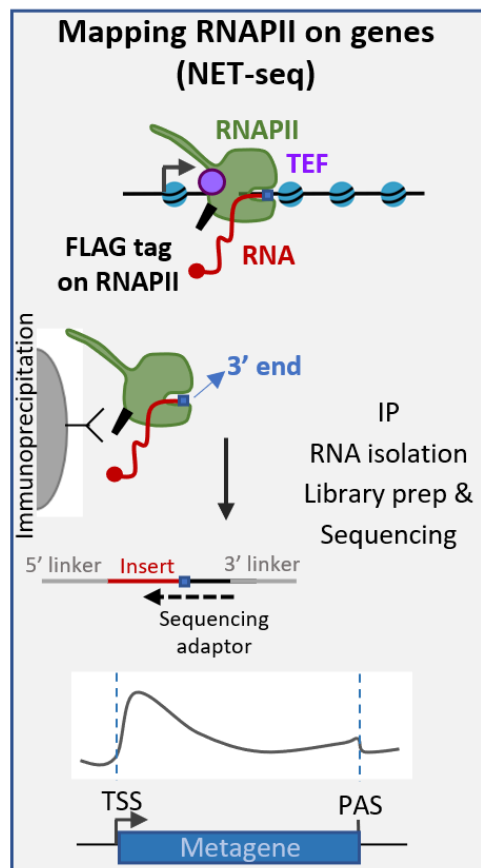

B

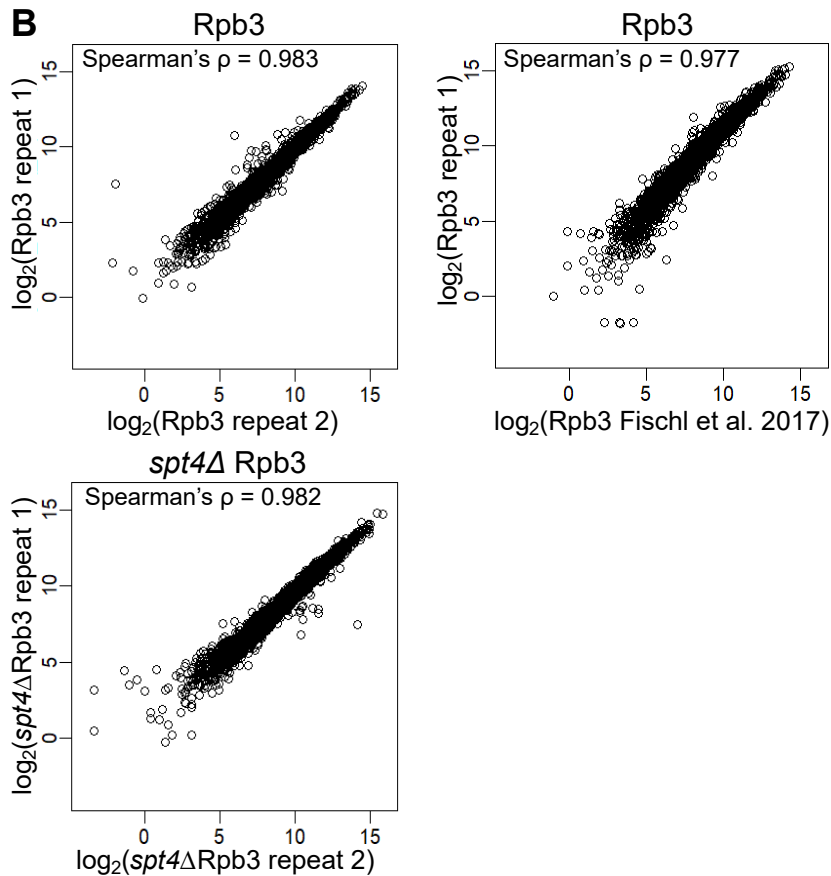

C

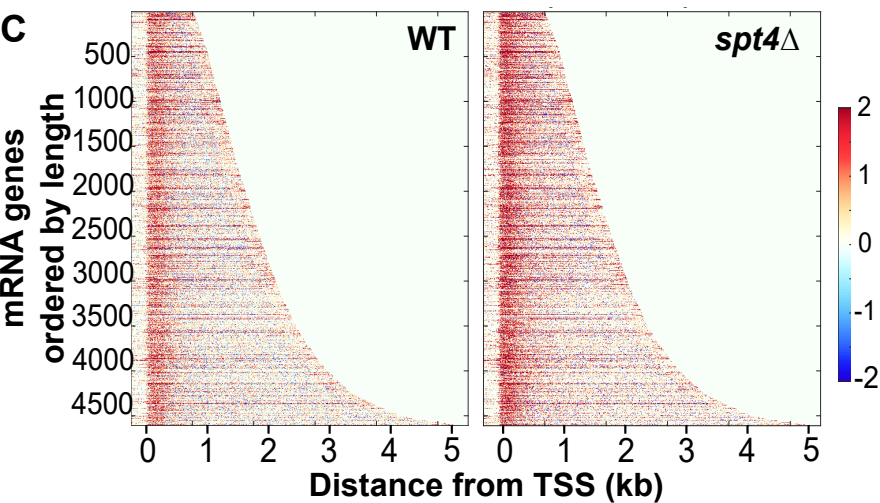

D

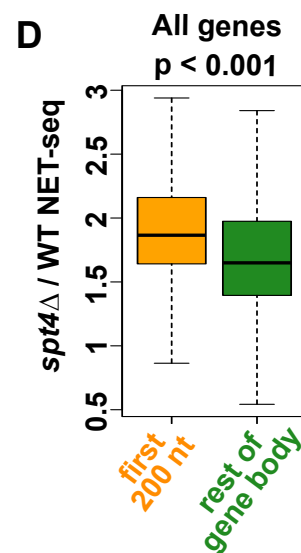

E

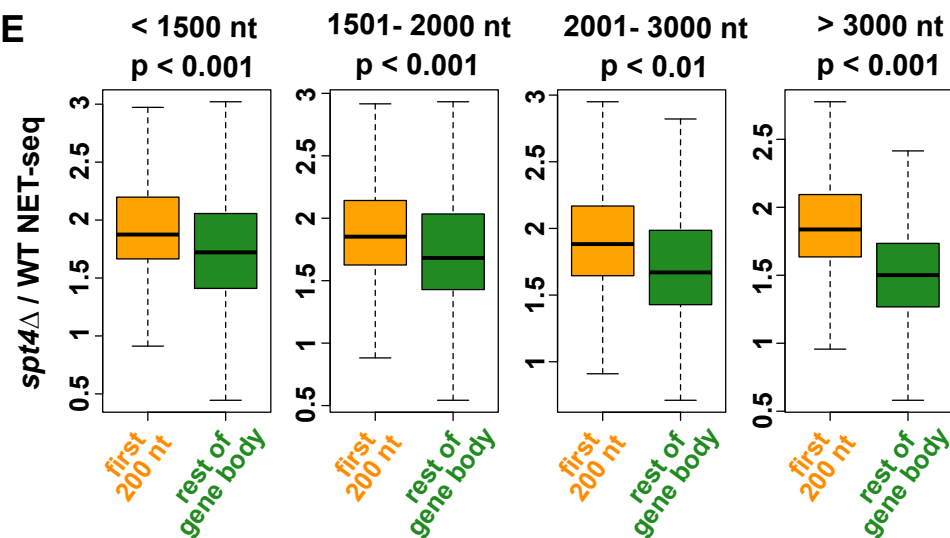

**Figure S1, related to Figure 1**

**In the absence of Spt4, RNAPII accumulates at the 5'end of genes**

**A** Native elongating transcript sequencing (NET-seq) pulls down elongation competent RNAPII and the 3'-end sequencing allows mapping of RNAPII at single nucleotide resolution.

**B** Correlations between NET-seq repeats from this study and with published NET-seq data from (Fischl et al., 2017). Reads are counted from the TSS to the PAS for each gene. Log<sub>2</sub> transformed gene counts are correlated and Spearman's  $\rho$  calculated for each pair.

**C** Heatmaps of the WT (left) and *spt4* $\Delta$  (right) NET-seq signal. Each row indicates a PCG (N=4610), ranked by gene length. The colour code from red to blue reflects the changes in the RNAPII signal for each nucleotide position from TSS-250 nt to TSS+4750 nt (x-axis) as shown by the colour bar.

**D** Boxplots of the *spt4* $\Delta$  / WT NET-seq ratios within the first 200 nt reads from the TSS (from TSS to TSS+200 nt; orange) and the rest of the gene body (from TSS+200 to PAS-250 nt; green) for protein-coding genes after filtering low read genes out (see Methods). N=4610,  $p < 0.001$ , two-tailed, paired Student's t-test.

**E** The same analysis in D repeated based on the gene length with the following subgroups < 1500 nt (N=1174), 1501 – 2000 nt (N=1192), 2001-3000 nt (N=1453), and > 3000 nt (N=791).

Figure S2, related to Figure 3

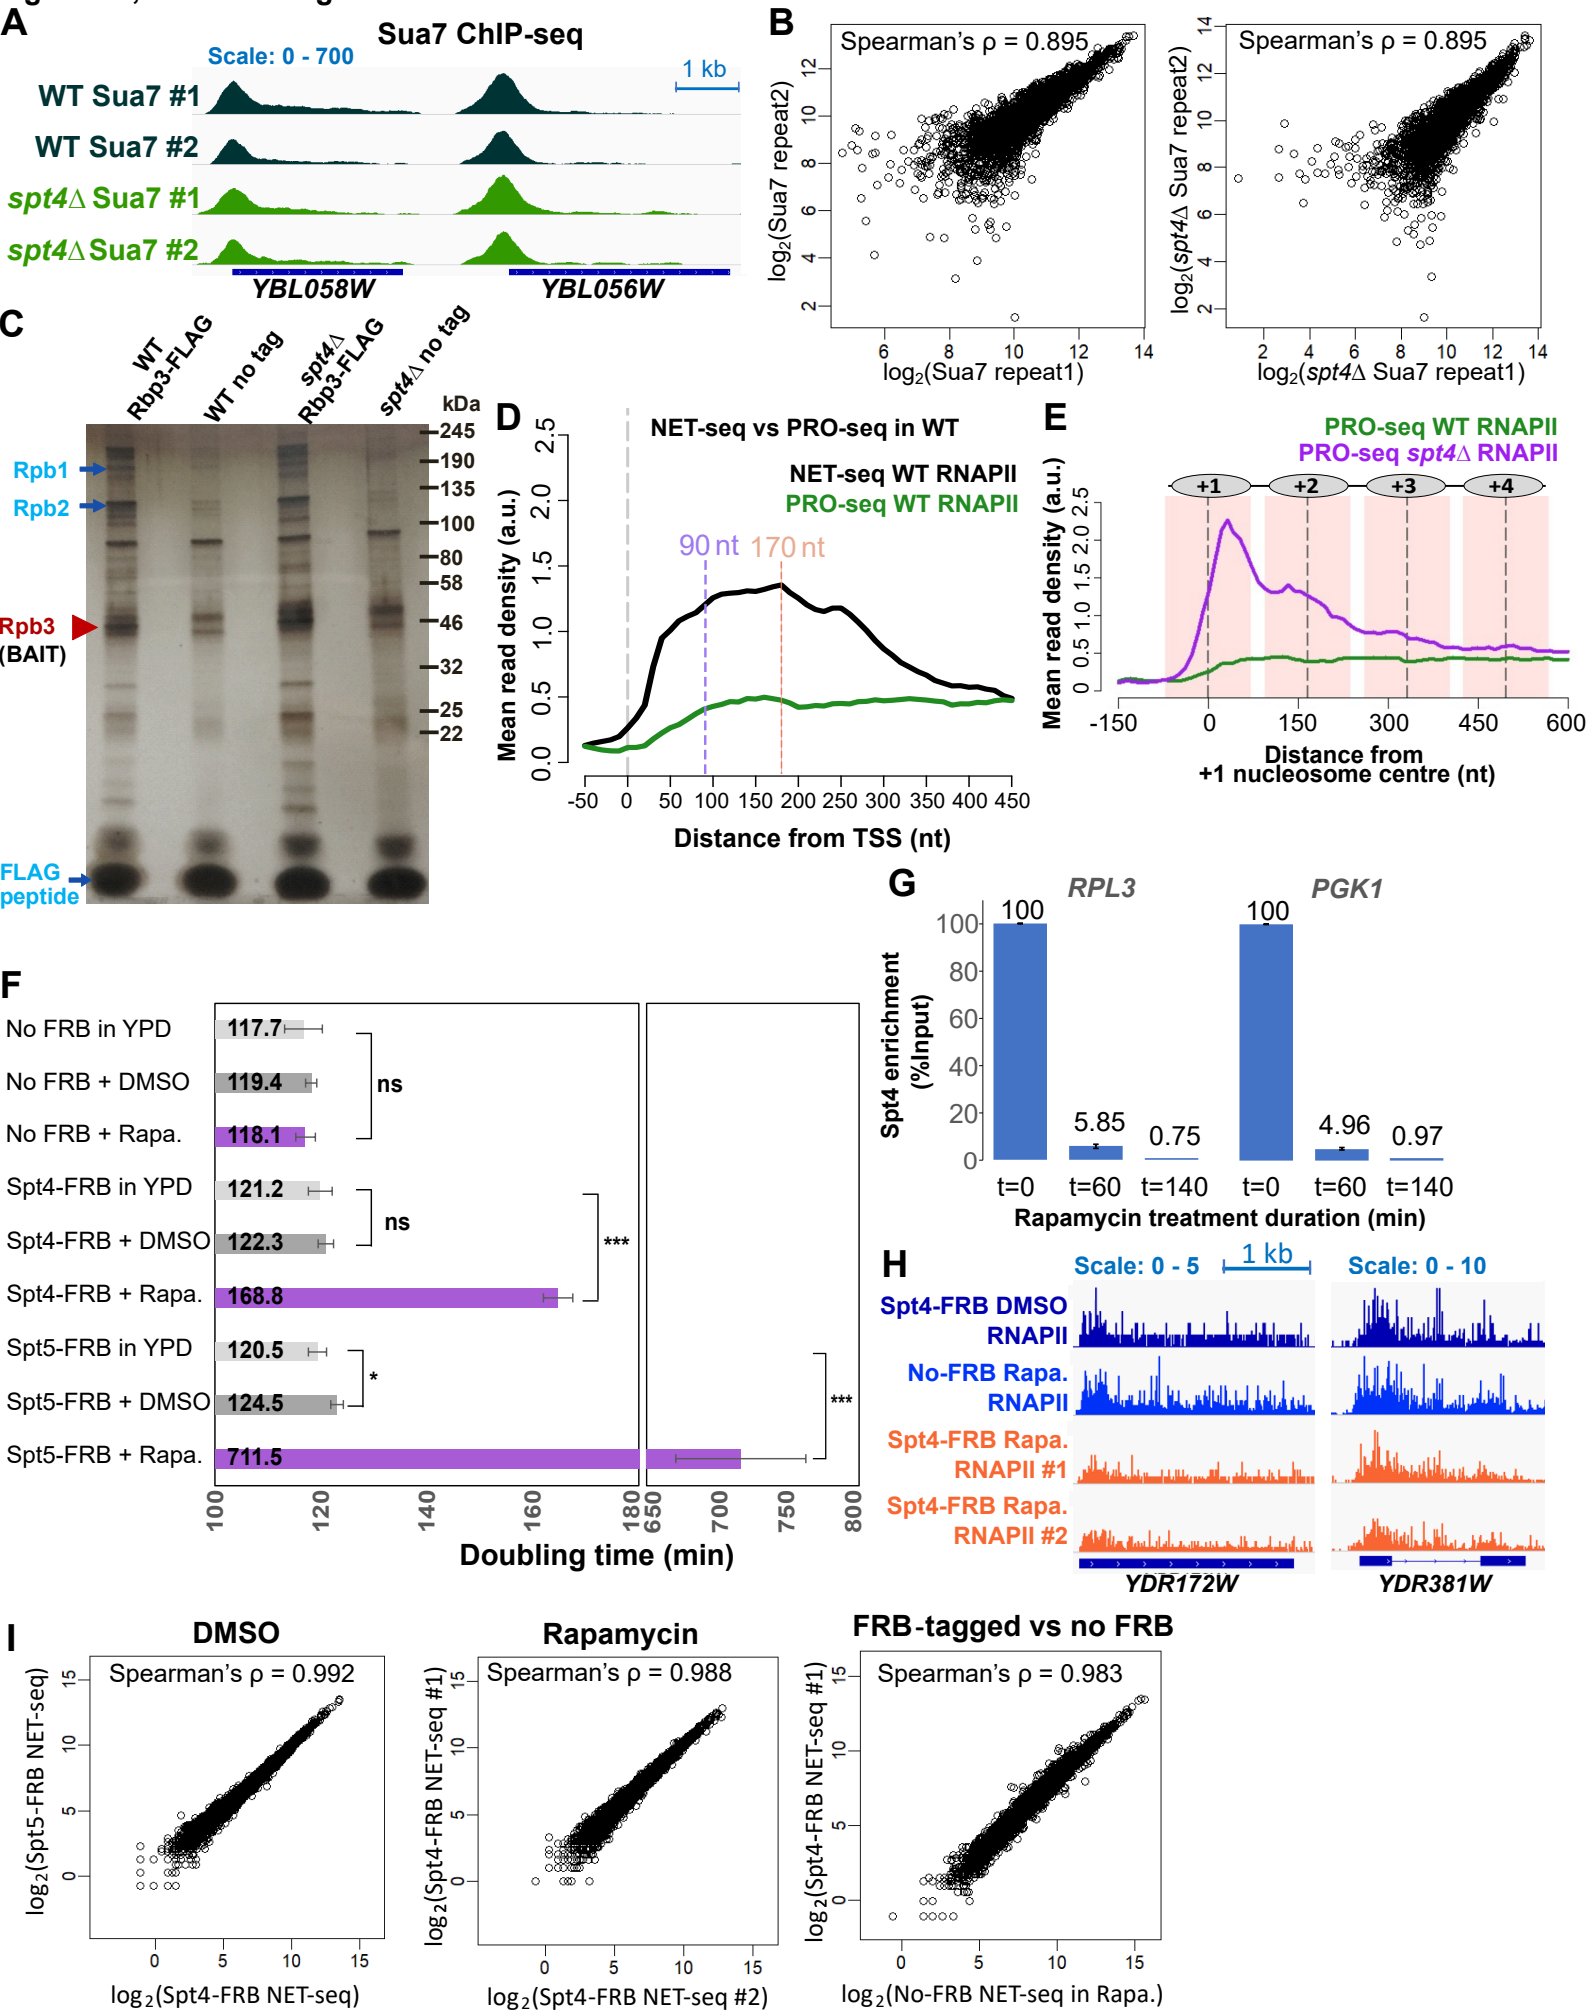

## Figure S2, related to Figure 3

### The primary defect in *spt4Δ* cells is early transcription elongation

**A** WT and *spt4Δ* Sua7 ChIP-seq signals of example genes transcribed from the positive strand: *YBL058W* and *YBL056W* in two biological replicates. The dark blue boxes indicate the transcribed region of the genes (from TSS to PAS).

**B** Correlation plot of the two repeats of each experiment. Reads are counted around the TSS (TSS-100 to TSS+100) for each gene.  $\log_2$  transformed gene counts are correlated and Spearman's  $\rho$  calculated for each pair.

**C** Silver staining of purified transcription complexes for proteomics analysis. After purification of the complexes, a small portion of the purified samples was run on 4-20% gradient SDS-PAGE and the protein enrichment was checked using a silver stain.

**D** Metagene plots of WT NET-seq (black) and WT PRO-seq (green) reads (Booth et al., 2016) aligned at the TSS, the same data as in **Figure 3E**. Dashed lines indicate the highest *spt4Δ* PRO-seq (90 nt, purple) and *spt4Δ* NET-seq reads (170 nt, pink) for comparison with **Figure 3F**.

**E** Metagene of RNAPII distribution assessed using PRO-seq in *spt4Δ* cells reveals a peak on the upstream face of the +2 nucleosome in addition to a larger peak at +90 nt from the TSS compared to WT (a paused/stalled/backtracked RNAPII that has been released into elongation during the labelling window (see also **Figure 3F**). This peak is also a component of the NET-seq profile, except the RNAPII signal continues to accumulate indicative of a form of RNAPII that is not undergoing active elongation during the labelling window for PRO-seq.

**F** Doubling times of the anchor away strains. Cells were grown in YDP, DMSO and rapamycin (1 mg/ml in DMSO) for 22 h.  $OD_{600}$  was recorded every 20 min using the Bioscreen and doubling times were calculated for exponential growth phase ( $OD_{600}$  0.2 to 0.8) as described in the methods. Error bars indicate standard deviation of 3 biological replicates performed at 4 technical repeats. \* p-value <0.05, \*\*\*p-value <0.001 (Student's t-test, unpaired, two-tailed).

**G** ChIP-qPCR for Spt4 upon depletion of Spt4 protein by Anchor Away across different time points. Percentage of Spt4 levels relative to time point 0 levels at the two representative genes *RPL3* and *PGK1* tested by ChIP against GFP (targeting Spt4-FRB-GFP) followed by qPCR. Error bars indicates standard deviation of the two biological replicates.

**H** DMSO or rapamycin-treated Spt4-FRB or rapamycin-treated No FRB NET-seq signals of example genes transcribed from the positive strand: *YDR172W* and *YDR381W*. Two biological replicates are shown for rapamycin treated cells. The dark blue boxes indicate the transcribed region of the genes (from TSS to PAS), while the blue line indicates the intronic region in *YDR381W*.

**I** Correlations between anchor away NET-seq repeats and controls. Reads are counted from the TSS to the PAS for each gene.  $\log_2$  transformed gene counts are correlated and Spearman's  $\rho$  calculated for each pair.

Figure S3, related to Figure 4

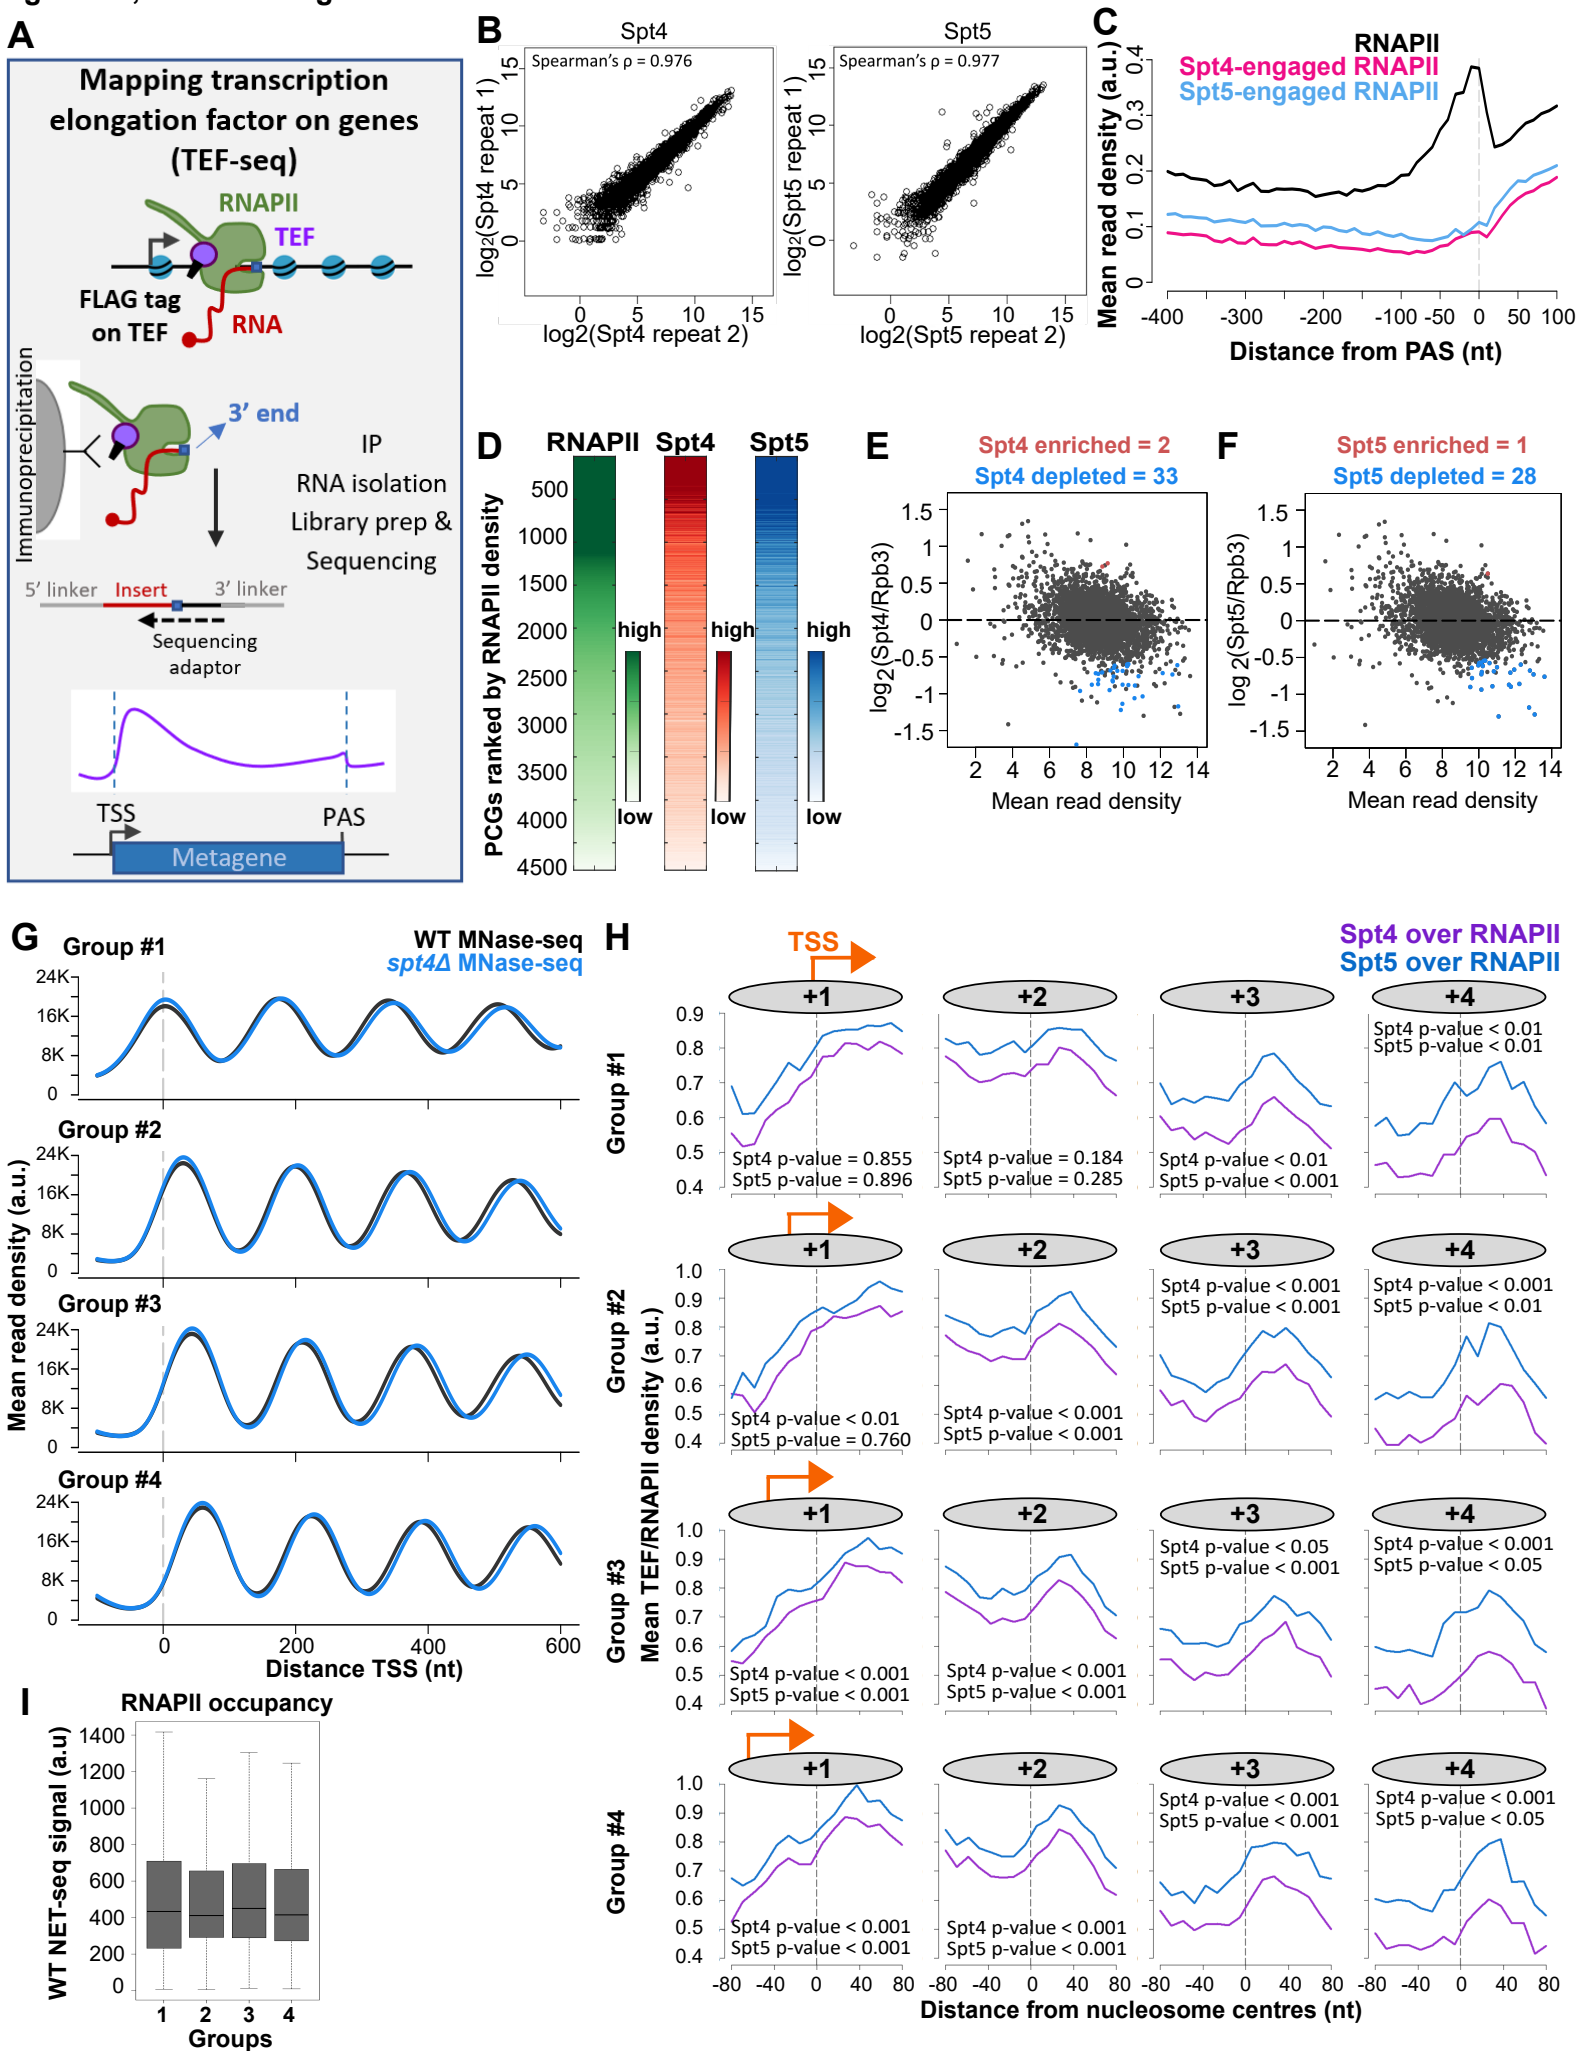

**Figure S3, related to Figure 4**

**Spt4/5 travel with RNAPII and oscillate on and off RNAPII based on the nucleosome positions**

**A** Similar to NET-seq (**Figure S1A**), transcription elongation factor (TEF) associated nascent elongating transcript sequencing (TEF-seq) pulls down elongation competent RNAPII from FLAG-tagged TEF. The 3'-end sequencing maps TEF-associated RNAPII at single nucleotide resolution.

**B** Correlations between TEF-seq repeats. Reads are counted from the TSS to the PAS for each gene. Log<sub>2</sub> transformed gene counts are correlated and Spearman's  $\rho$  calculated for each pair.

**C** Metagene plots of NET-seq (RNAPII; black), and TEF-seq (Spt4; pink, Spt5; light blue) reads around PAS. (Close up version of **Figure 4B**).

**D** Heatmaps of RNAPII NET-seq and Spt4/5 TEF-seq reads over the gene bodies (taken as TSS to PAS-250 nt) on log<sub>2</sub> scale. Protein-coding genes are ranked by RNAPII levels.

**E, F** Differential enrichment of Spt4 (**E**) and Spt5 (**F**) on RNAPII. DEseq2 applied to the read counts from the gene body (TSS to TSS-250 nt) for two replicates of each data. Significantly enriched and depleted genes indicated in red and blue, respectively ( $p$ -adjusted <0.05).

**G** Genes were ranked based on the location of their +1 nucleosome, relative to the transcription start site and split into 4 groups (N=581 per group).

**H** TEF-seq/NET-seq ratio relative to the centre of +1 to +4 nucleosomes in each of the four groups.

**I** Boxplots of WT NET-seq reads showing RNAPII occupancy over genes in groups 1 to 4 (see **G**).

Figure S4, related to Figure 5

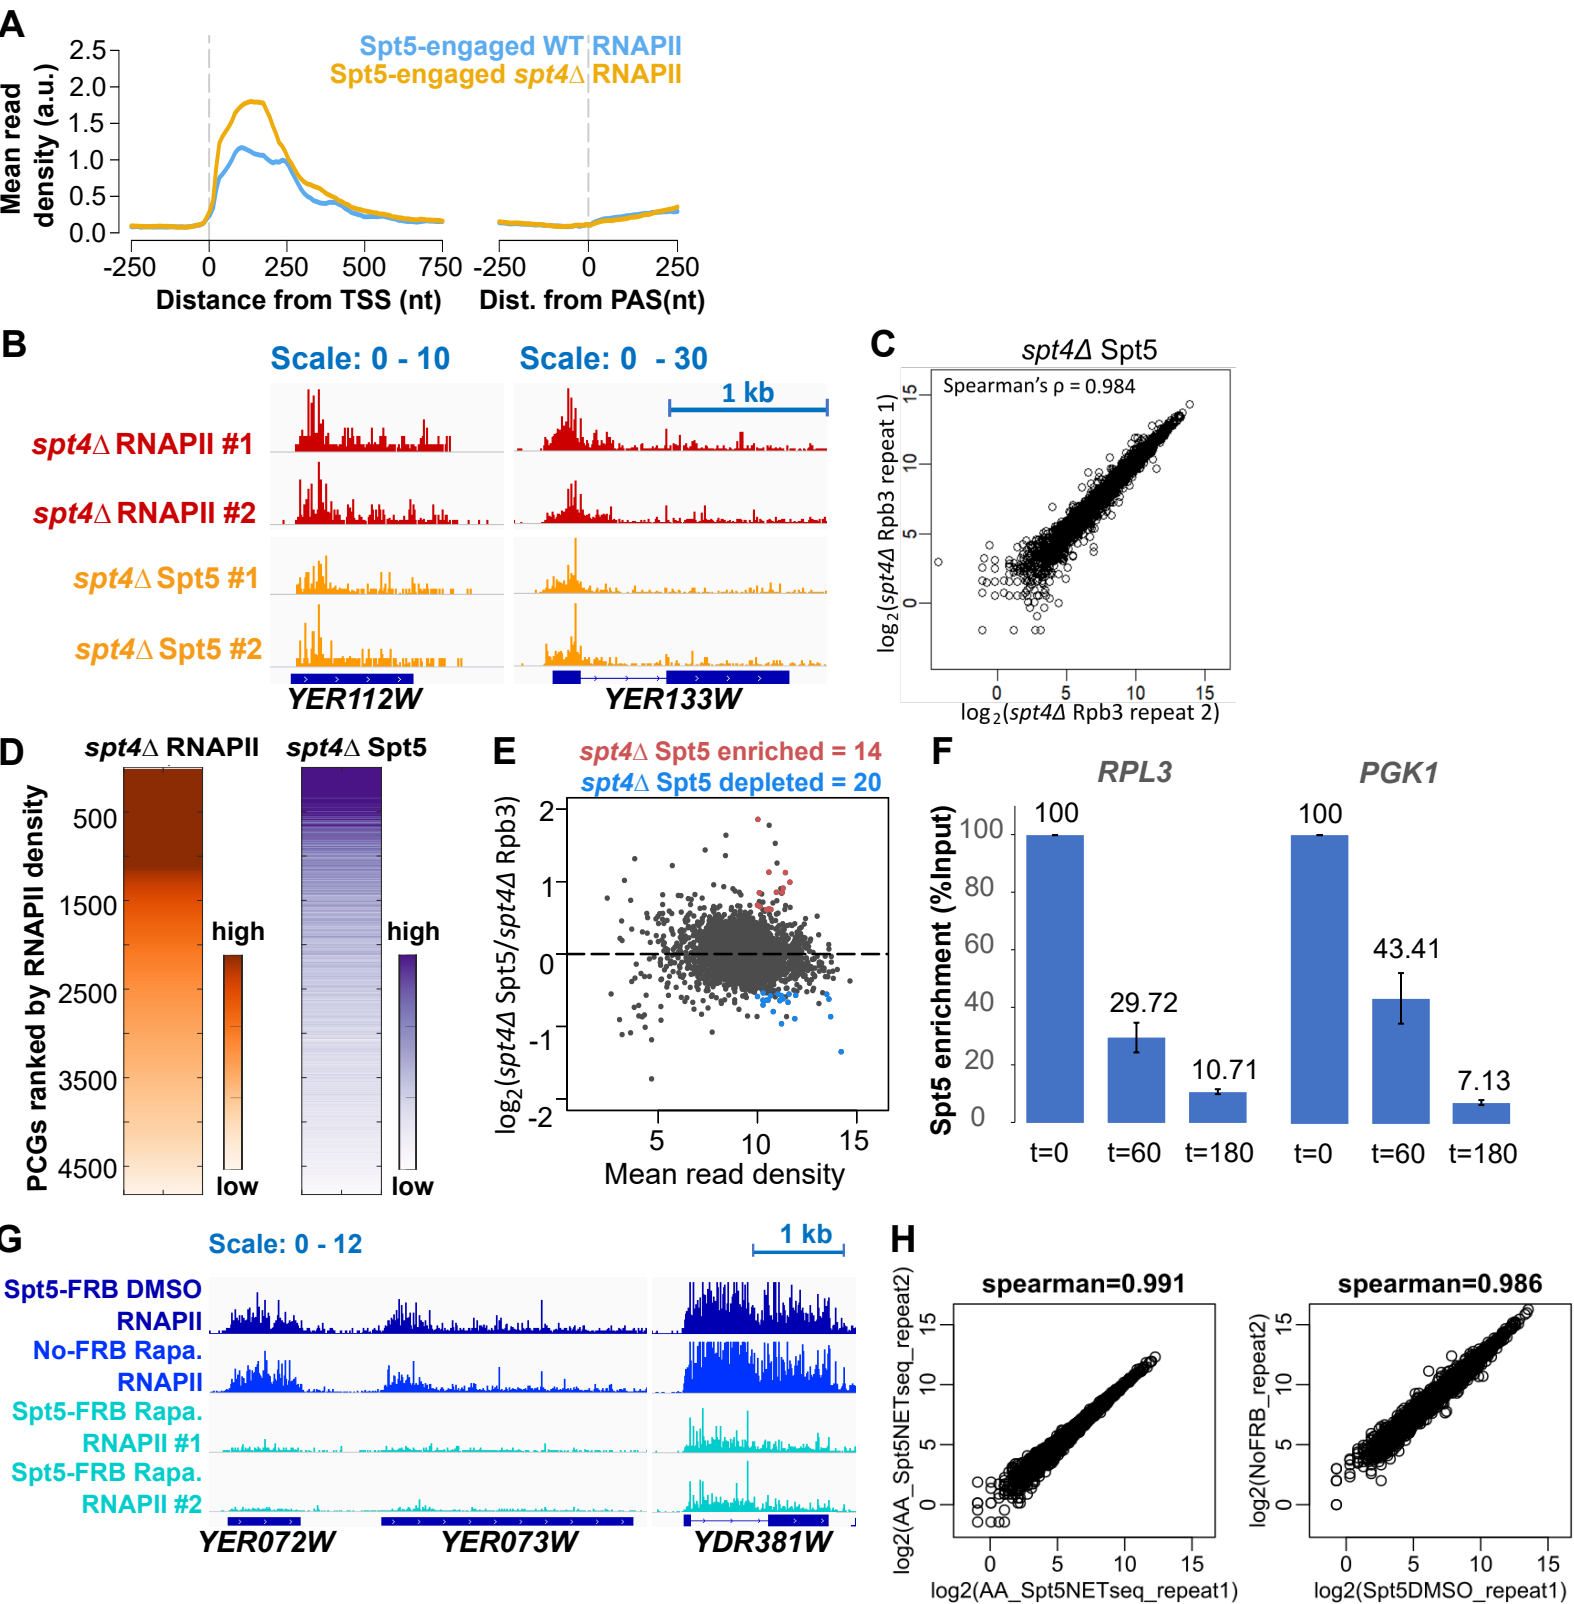

## Figure S4, related to Figure 5

### Spt5 and Spt4 have distinct impacts on transcription

**A** Metagene plots of WT Spt5 TEF-seq (light blue; Spt5-engaged WT RNAPII the same as in **Figure 4B**), and *spt4* $\Delta$  Spt5 TEF-seq (yellow; Spt5-engaged *spt4* $\Delta$  RNAPII) reads aligned at the TSS or PAS.

**B** *spt4* $\Delta$  NET-seq (RNAPII) and *spt4* $\Delta$  Spt5 TEF-seq reads of example genes transcribed from the positive strand: *YER112W* and *YER113W* in two biological replicates. The dark blue boxes indicate the transcribed region of the genes (from TSS to PAS), while the blue line indicates the intronic region in *YER113W*.

**C** Correlations between *spt4* $\Delta$  Spt5 TEF-seq repeats. Reads are counted from the TSS to the PAS for each gene. Log<sub>2</sub> transformed gene counts are correlated and Spearman's  $\rho$  calculated for each pair.

**D** Heatmaps of *spt4* $\Delta$  RNAPII NET-seq and *spt4* $\Delta$  Spt5 TEF-seq reads over the gene bodies (taken as TSS to PAS-250 nt) on log<sub>2</sub> scale. Protein-coding genes are ranked by RNAPII levels.

**E** Differential enrichment of *spt4* $\Delta$  Spt5 on *spt4* $\Delta$  RNAPII. DEseq2 applied to the read counts from the gene body (TSS to TSS-250 nt) for two replicates of each data. Significantly enriched and depleted genes indicated in red and blue, respectively (p-adjusted <0.05).

**F** ChIP-qPCR for Spt5 upon depletion of Spt5 protein by Anchor Away across different time points. Percentage of Spt5 levels relative to time point 0 levels at the two representative genes *RPL3* and *PGK1* tested by ChIP against GFP (targeting Spt5-FRB-GFP) followed by qPCR. Error bars indicates standard deviation of the two biological replicates.

**G** DMSO or rapamycin-treated Spt5-FRB or rapamycin treated No FRB NET-seq signals of example genes transcribed from the positive strand: *YER072W*, *YER073W* and *YDR381W*. Two biological replicates are shown for rapamycin treated cells. The dark blue boxes indicate the transcribed region of the genes (from TSS to PAS), while the blue line indicates the intronic region in *YDR381W*.

**H** Correlations between anchor away NET-seq repeats and controls. Reads are counted from the TSS to the PAS for each gene. Log<sub>2</sub> transformed gene counts are correlated and Spearman's  $\rho$  calculated for each pair.

Figure S5, related to Figure 4 and 6

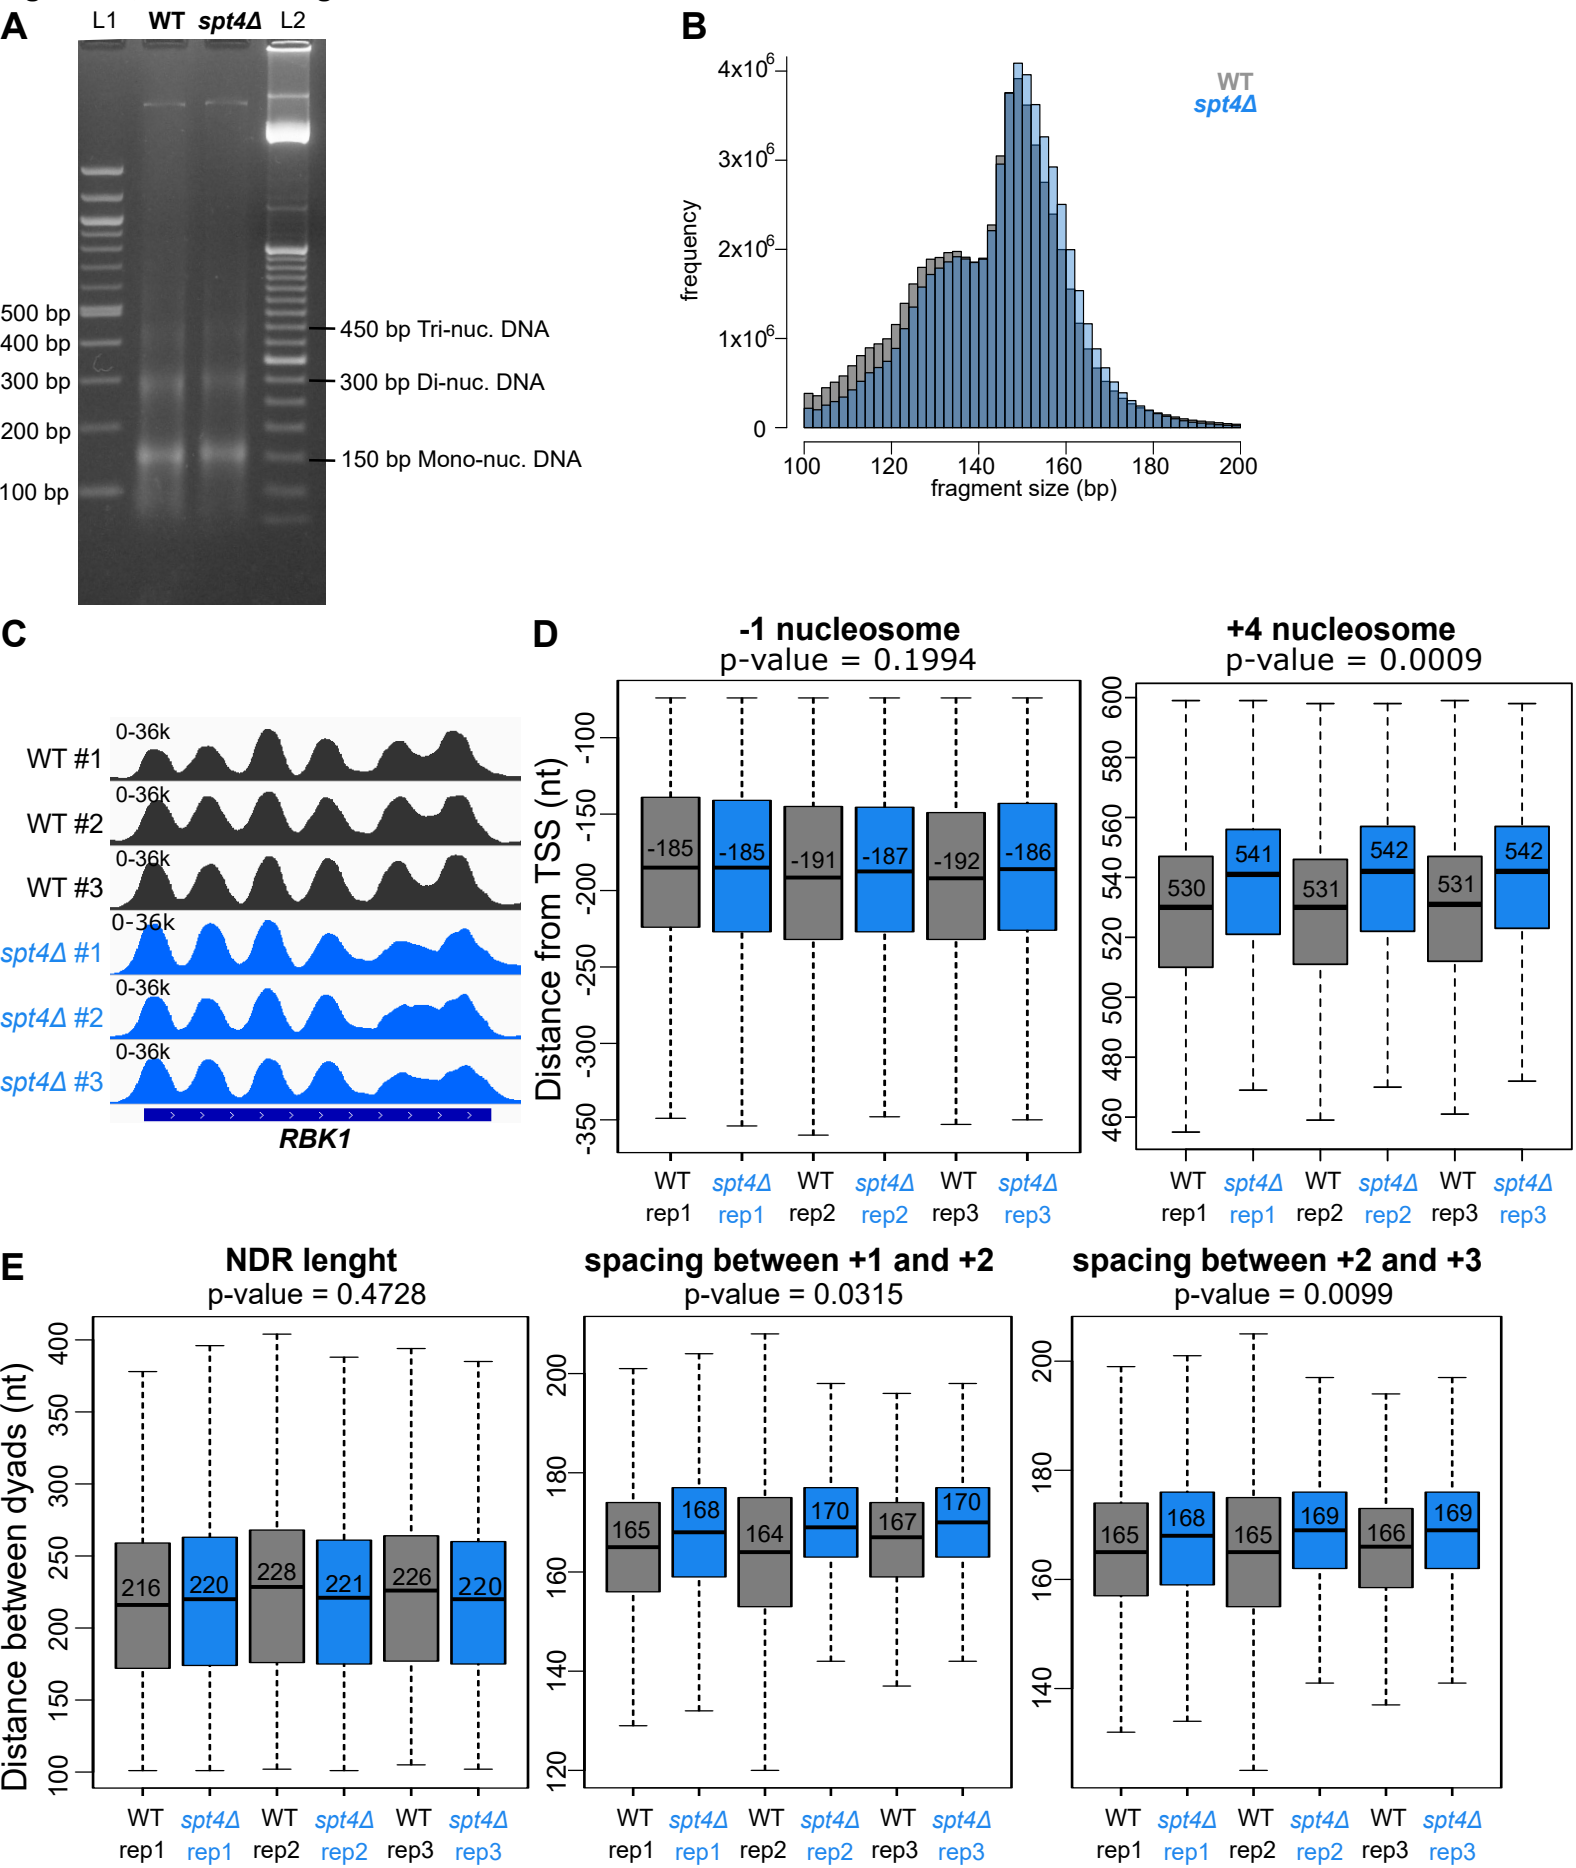

**Figure S5, related to Figures 4 and 6**

**Spt4 influences nucleosome positioning**

**A** WT and *spt4Δ* chromatin samples were digested with 80U MNase and separated by 1.5% agarose-TBE gel electrophoresis. 80U MNase digestion led to the optimal digestion pattern as shown in (Chereji et al., 2019). L1: 100 bp ladder, L2: 50 bp ladder. Bands corresponding to mono-nucleosomal DNA (~150 bp) were excised and subjected to paired-end sequencing.

**B** Histograms of MNase-seq fragment size in WT (grey) and *spt4Δ* (blue) data sets. Consistent with the digestion pattern in A, the majority of the sequenced fragments represent mono-nucleosomal fragments (~150 bp) in both data sets, giving the optimal digestion pattern.

**C** MNase-seq reads of example genes transcribed from the positive strand (*RBK1*) in WT and *spt4Δ* in 3 biological replicates. The dark blue boxes indicate the transcribed region of the genes (from TSS to PAS).

**D** Box-plots of the distance of the -1 and +4 nucleosomes from the TSS in three biological replicates of WT (black) and *spt4Δ* cells (blue). Numbers in the boxes indicate the median position of the given nucleosome. p-values were calculated by comparing the median position of the -1 or +4 nucleosomes in WT and *spt4Δ* conditions obtained from each replicate (Student's t-test, paired, two sided).

**E** Box-plots of the distance between the -1 and +1 (NDR length), +1 and +2, +2 and +3 nucleosomes in three biological replicates of WT (black) and *spt4Δ* cells (blue). Numbers in the boxes indicate the median distance between the indicated nucleosomes. p-values were calculated by comparing the median distances between the nucleosomes in WT and *spt4Δ* conditions obtained from each replicate (Student's t-test, paired, two sided).

Figure S6, related to Figure 7

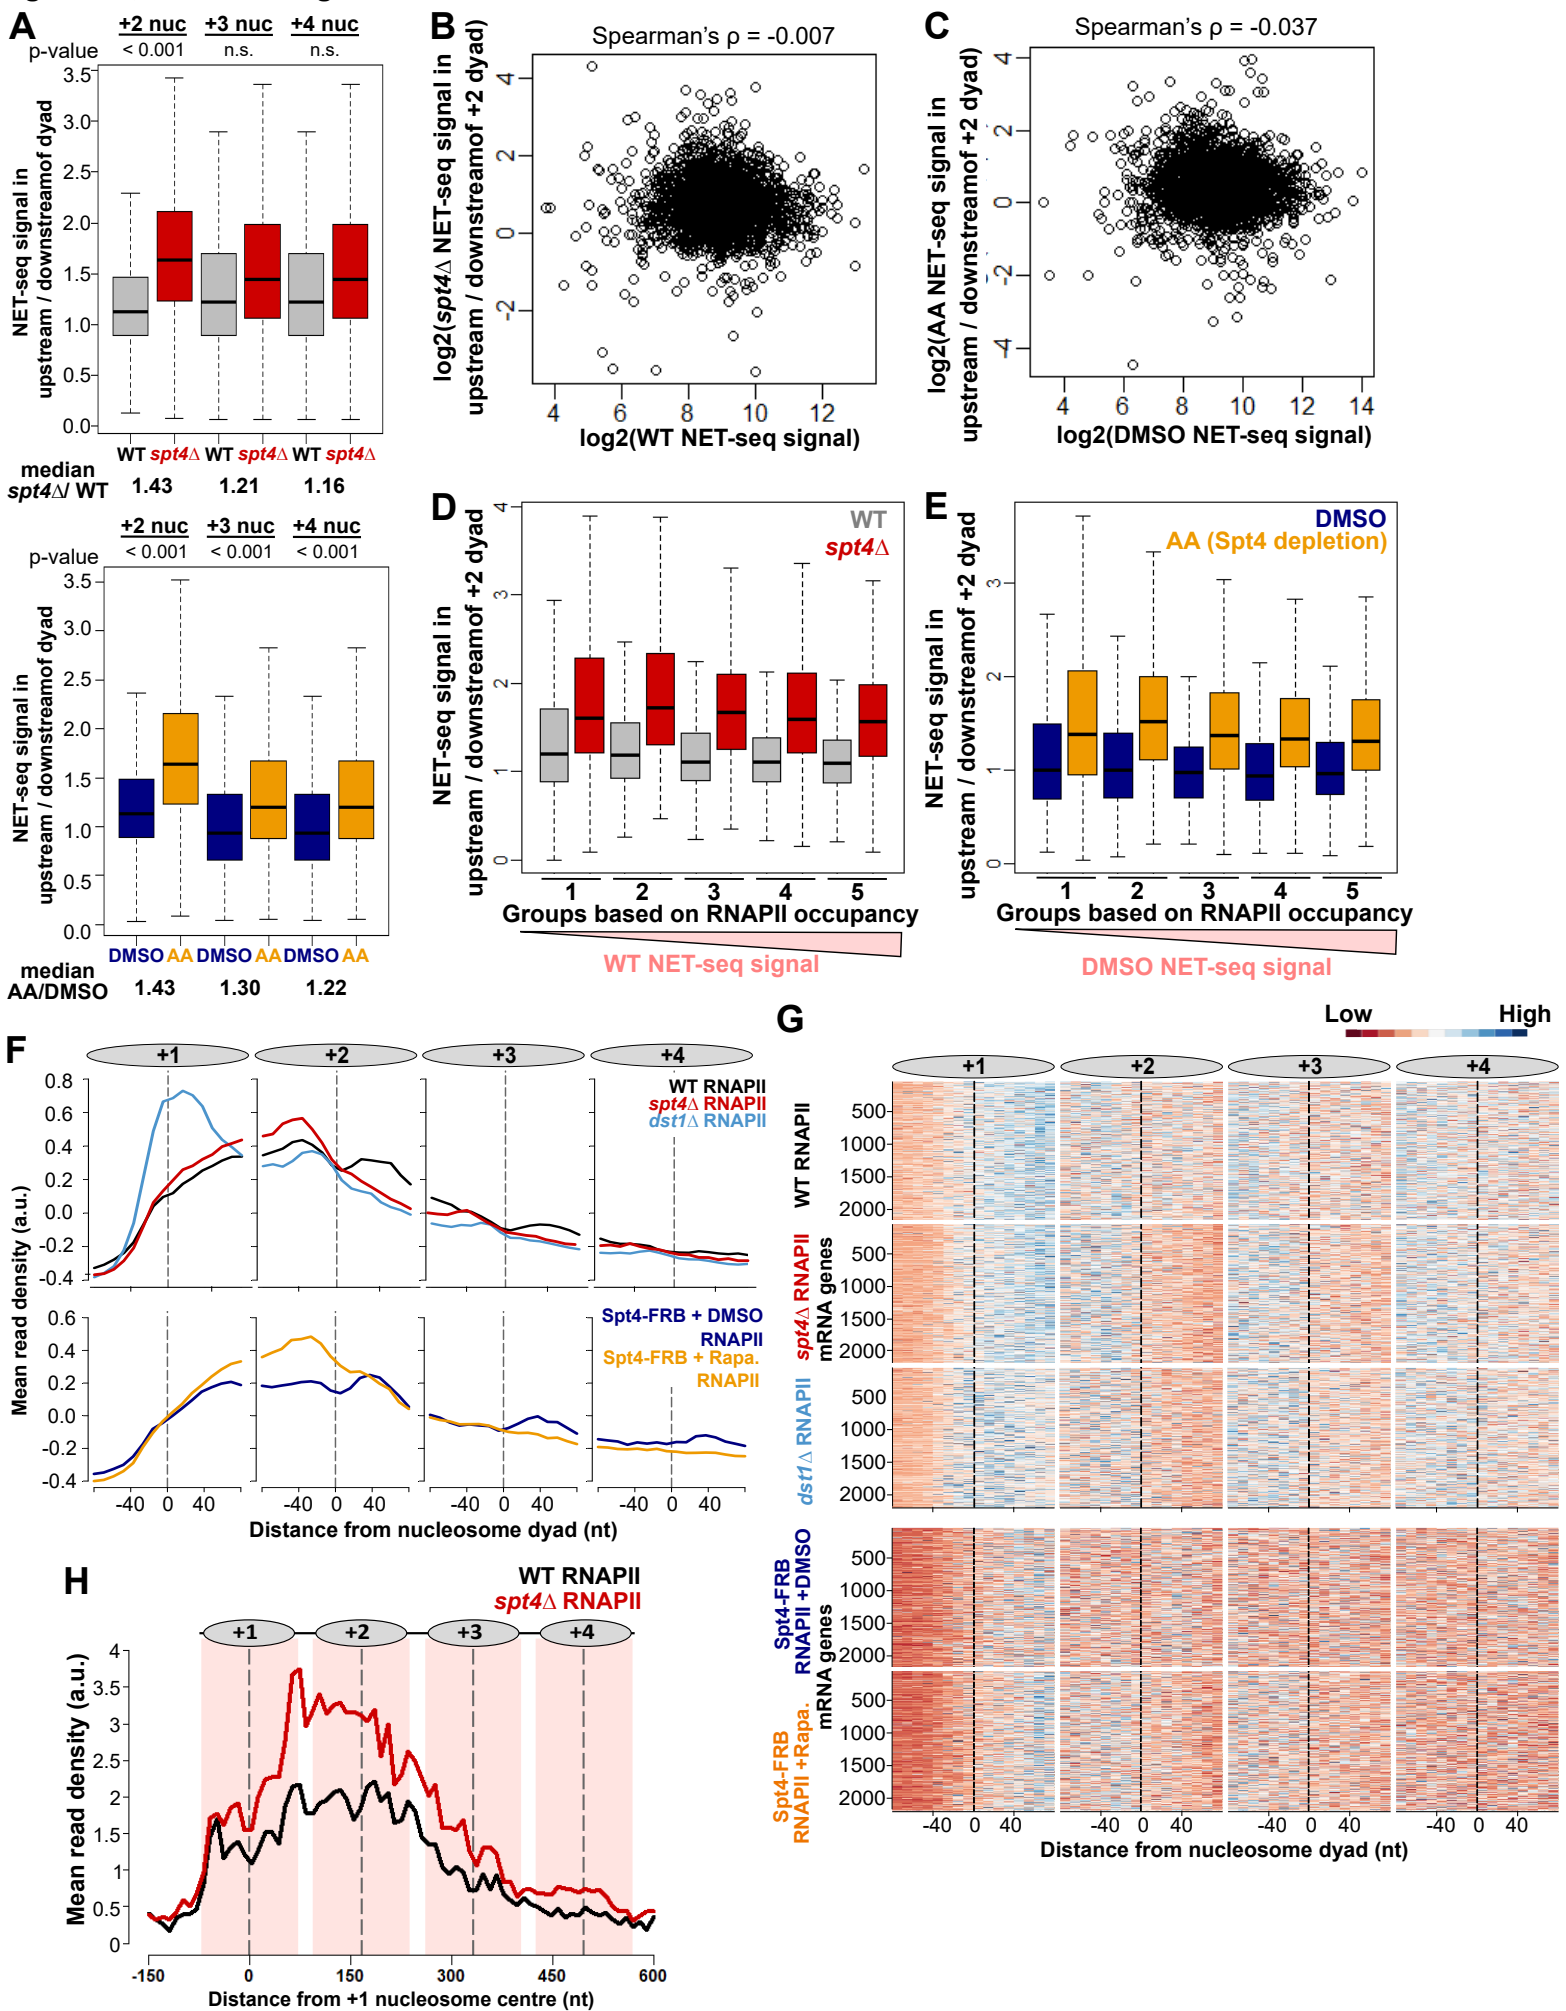

### Figure S6, related to Figure 7

#### The accumulation of RNAPII in the absence of Spt4 is associated with the position of the +2 nucleosome

**A** The WT (grey), *spt4* $\Delta$  (red), DMSO (navy), and Spt4 Anchor Away (AA; orange) RNAPII signal ratio from upstream of the dyad (-60 to -10 nt from the dyad) to downstream of the dyad (+10 to +60 nt from the dyad) were shown as boxplots for the +2, +3, and +4 nucleosomes. The difference of the accumulation in WT and *spt4* $\Delta$  or DMSO and Spt4 Anchor Away cells were tested by two-tailed, paired Student's t-test. To compare different nucleosomes, *spt4* $\Delta$ /WT or AA/DMSO RNAPII accumulation ratios around the +2, +3, and +4 nucleosomes are given at the bottom of the plots.

**B,C** Correlation plots showing the relationship between reads on the upstream or downstream face of the +2 nucleosome for *spt4* $\Delta$  (**B**) or Spt4-AA (**C**) and levels of transcription over each gene.  $\log_2$  transformed gene counts are correlated for each gene and Spearman's  $\rho$  calculated. **D,E** 2312 genes were divided into 5 groups using the WT RNAPII signal (NET-seq) over the gene bodies after genes with very low NET-seq signal and with poor nucleosome phasing were filtered out as described in the Methods. RNAPII signal ratio of the proximal to distal reads around the +2 dyad was assessed in the *spt4* $\Delta$  strain compared to WT (**D**) or after Spt4 depletion (AA) compared to the DMSO control (**E**).

**F** Metagene plots of WT (black), *spt4* $\Delta$  (red), and *dst1* $\Delta$  (blue) (top panel) and DMSO-treated (navy), and rapamycin-treated Spt4-FRB (orange) (bottom panel) NET-seq profiles around the +1, +2, +3 and, +4 nucleosome dyads. Dashed lines (black) through the peaks indicate the centres of the nucleosomes ( $\pm$  80 nt from the dyad; x-axis). The NET-seq reads were normalised to the mean and standard deviation of each gene to indicate the shape of the distribution of RNAPII regardless of the expression level differences between the genes (N=2212), also shown in **G**. Position of nucleosomes graphically shown above the metagene plot.

**G** Heatmaps of WT, *spt4* $\Delta$ , *dst1* $\Delta$ , DMSO-treated, and rapamycin-treated Spt4-FRB NET-seq profiles around the +1, +2, +3 and, +4 nucleosomes. Each row indicates a PCG (n=2212). RNAPII signal is shown in 10 nt bins around the indicated nucleosome dyads ( $\pm$  80 nt from the dyad; x-axis). The NET-seq reads were normalised to the mean and standard deviation of each gene to indicate the shape of the distribution of RNAPII regardless of the expression level differences between the genes.

**H** Metagene plots of WT (black) and *spt4* $\Delta$  (red) NET-seq profiles from 43 genes with reduced Sua7 (TFIIB) occupancy at the promoter in *spt4* $\Delta$  (See **Figure 3B**), around the +1, +2, +3 and, +4 nucleosome dyads. Dashed lines (black) through the peaks indicate the centres of the nucleosomes ( $\pm$  80 nt from the dyad; x-axis). The NET-seq reads were normalised to the mean and standard deviation of each gene to indicate the shape of the distribution of RNAPII regardless of the expression level differences between the genes.

Figure S7, related to Figure 7

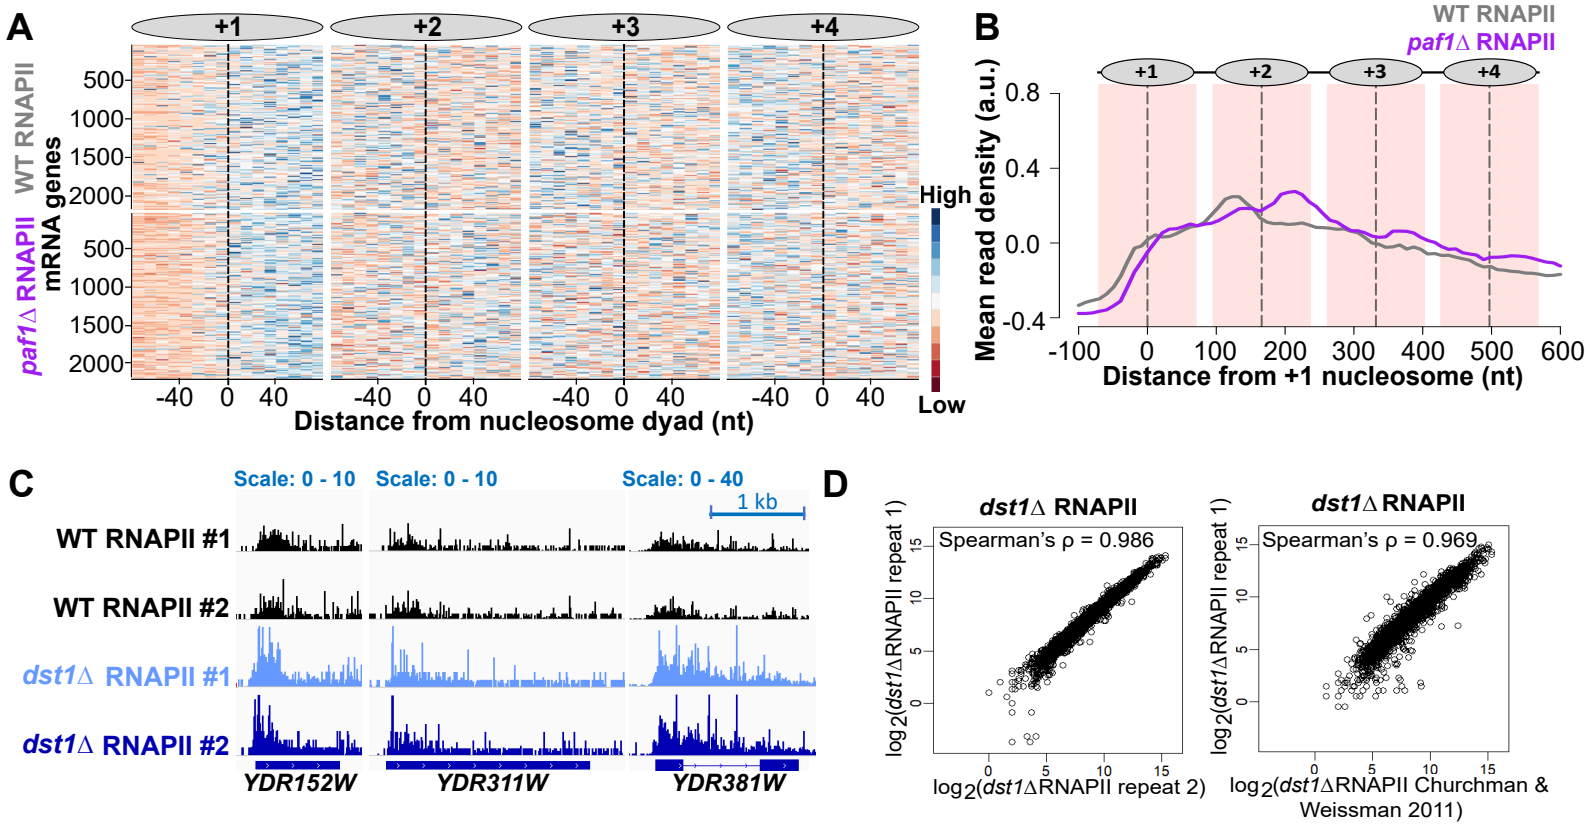

## Figure S7 related to Figure 7

### Comparison of the effect of loss of Paf1 and Dst1 on RNAPII accumulation

**A** Heatmaps of WT (top) and *paf1* $\Delta$  (bottom) NET-seq profiles around the +1, +2, +3 and, +4 nucleosomes. Each row indicates a PCG (N=2212). RNAPII signal is shown in 10 nt bins around the indicated nucleosome dyads ( $\pm$  80 nt from the dyad; x-axis). The NET-seq reads were normalised to the mean and standard deviation of each gene, so that the shape of the distribution of RNAPII could be seen more clearly regardless of the expression level differences between the genes. NET-seq datasets were taken from ArrayExpress: E-MTAB-4568 (Fischl et al., 2017).

**B** Metagene plots of WT (grey) and *paf1* $\Delta$  (purple) NET-seq profiles relative to the +1 nucleosome dyad of the same data as in **A**. The mean and standard deviation normalised reads were used for plotting metagene profiles, as the global comparison of the NET-seq levels were not available for these datasets. Dashed lines (black) through the peaks indicate the centres of the nucleosomes and the nucleosomal DNA ( $\pm$  70 nt around the centre) is highlighted in light pink.

**C** NET-seq (RNAPII) reads of example genes transcribed from the positive strand: *YDR152W*, *YDR331W*, and *YDR381W* in two biological replicates in WT and *dst1* $\Delta$  cells. The dark blue boxes indicate the transcribed region of the genes (from TSS to PAS), while the blue line indicates the intronic region in *YDR381W*.

**D** Correlations between NET-seq repeats in *dst1* $\Delta$  cells from this study and with published NET-seq data from (Churchman and Weissman, 2011). Reads are counted from the TSS to the PAS for each gene. Log<sub>2</sub> transformed gene counts are correlated and Spearman's  $\rho$  calculated for each pair.

**Table S1. Related to Figure 2**

The maximum and minimum parameter values for the latin hypercube sampling

| Parameter                     | Min Value | Max Value |
|-------------------------------|-----------|-----------|
| Initiation Rate               | 0.01      | 60        |
| Elongation Rate               | 100       | 5000      |
| Stall 1 Rate                  | 0.01      | 60        |
| Stall Restart 1 Rate          | 0.01      | 60        |
| Backtrack 1 Rate              | 0.01      | 60        |
| Backtrack Restart 1 Rate      | 0.01      | 60        |
| Stall 2 Rate                  | 0.01      | 60        |
| Stall Restart 2 Rate          | 0.01      | 60        |
| Backtrack 2 Rate              | 0.01      | 60        |
| Backtrack Restart 2 Rate      | 0.01      | 60        |
| Location of Window Boundary   | 0         | 1000      |
| Location of Early Termination | 0         | 1000      |

**Table S2. Related to Figure 3**

Mass spec log fold enrichment analysis results

|       |       |       |        |
|-------|-------|-------|--------|
| Sto1  | 0.991 | 0.761 | -0.011 |
| Ess1  | 0.994 | 0.762 | -0.008 |
| Rai1  | 0.985 | 0.759 | 0.030  |
| Rpb7  | 0.963 | 0.752 | 0.032  |
| Npa3  | 0.964 | 0.753 | 0.040  |
| Tfg2  | 0.929 | 0.741 | 0.086  |
| Smt3  | 0.794 | 0.686 | 0.178  |
| Cet1  | 0.772 | 0.675 | 0.215  |
| Rtr1  | 0.887 | 0.726 | 0.250  |
| Abd1  | 0.774 | 0.676 | 0.320  |
| Gpn3  | 0.680 | 0.622 | 0.443  |
| Rad23 | 0.620 | 0.579 | 0.460  |
| Taf14 | 0.538 | 0.508 | 0.494  |
| Glc7  | 0.492 | 0.462 | 0.588  |
| Ccl1  | 0.672 | 0.616 | 0.598  |
| Bud27 | 0.416 | 0.374 | 0.729  |
| Brr2  | 0.532 | 0.503 | 0.814  |
| Yta7  | 0.281 | 0.207 | 1.270  |
| Ald5  | 0.073 | 0.010 | 1.660  |
| Ssl1  | 0.083 | 0.013 | 1.720  |
| Sua7  | 0.094 | 0.017 | 1.930  |
| Iwr1  | 0.102 | 0.020 | 1.960  |
| Tfb2  | 0.130 | 0.039 | 2.120  |
| Rad3  | 0.098 | 0.019 | 2.210  |
| Tfb1  | 0.079 | 0.012 | 2.510  |
| Tfb3  | 0.015 | 0.000 | 2.600  |
| Ssl2  | 0.048 | 0.003 | 2.980  |
| Yke2  | 0.026 | 0.000 | 4.120  |

**Table S3. Related to STAR methods**

Yeast strains used in this study

| Strain                                           | Source             | Genotype                                                                                                |
|--------------------------------------------------|--------------------|---------------------------------------------------------------------------------------------------------|
| BY4741                                           | Euroscarf          | <i>MATa; his3Δ1; leu2Δ0; met15Δ0; ura3Δ0</i>                                                            |
| BY4741 <i>spt4::KanMX6</i> ( <i>SPT4 KO</i> )    | Euroscarf          | <i>spt4::KanMX6</i>                                                                                     |
| BY4741 Rpb3-FLAG (WT)                            | Fischl et al. 2017 | <i>RPB3-3xFLAG-His3MX6</i>                                                                              |
| BY4741 <i>SPT4 KO</i> Rpb3-FLAG ( <i>spt4Δ</i> ) | This study         | <i>RPB3-3xFLAG-His3MX6; spt4::KanMX6</i>                                                                |
| BY4741 Spt4-FLAG                                 | This study         | <i>SPT4-3xFLAG-His3MX6</i>                                                                              |
| BY4741 Spt5-FLAG                                 | This study         | <i>SPT5-3xFLAG-His3MX6</i>                                                                              |
| BY4741 Sua7-FLAG                                 | This study         | <i>SUA7-3xFLAG-His3MX6</i>                                                                              |
| BY4741 <i>SPT4 KO</i> Sua7-FLAG                  | This study         | <i>SUA7-3xFLAG-His3MX6; spt4::KanMX6</i>                                                                |
| S.pombe Rpb9-FLAG                                | L. Vasileva        | <i>u+; leu1-32; ura4Δ18; ade16-M216; his3Δ1; RPB9-3xFLAG-KanMX4</i>                                     |
| AA Spt4-FRB-GFP Rpb3-FLAG                        | This study         | <i>tor1-1; Δfpr1; RPL13-2xFKBP12-NATMX6; met15; LYS2; his3-1; leu2; ura3; MATa; SPT4-FRB-eGFP-HygMX</i> |
| AA Spt5-FRB-GFP Rpb3-FLAG                        | This study         | <i>tor1-1; Δfpr1; RPL13-2xFKBP12-NATMX6; met15; LYS2; his3-1; leu2; ura3; MATa; SPT5-FRB-eGFP-HygMX</i> |
| AA Rpb3-FLAG (No FRB)                            | This study         | <i>tor1-1; Δfpr1; RPL13-2xFKBP12-NATMX6; met15; LYS2; his3-1; leu2; ura3; MATa</i>                      |
| BY4741 <i>dst1::kanMX6</i>                       | Euroscarf          | <i>dst1::kanMX6</i>                                                                                     |
| BY4741 <i>dst1::kanMX6</i> Rpb3-FLAG             | This study         | <i>RPB3-3xFLAG-His3MX6; dst1::kanMX6</i>                                                                |

**Table S4. Related to STAR methods**

Oligonucleotides used in this study

| Oligonucleotide            | Sequence                                                                                     |
|----------------------------|----------------------------------------------------------------------------------------------|
| Linker-1                   | 5'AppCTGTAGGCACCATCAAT/3ddC 3'                                                               |
| RNA control oligo          | 5' agu cac uua gcg aug uac acu gac ugu g3'                                                   |
| RT primer                  | 5'/5Phos/ATCTCGTATGCCGTCTTCTGCTTG/iSp18/CACTCA/iSp18/TCCGACGATCATTGATGGTGCCTACAG 3'          |
| Barcoding reverse          | 5'CAAGCAGAAGACGGCATAACGA 3'                                                                  |
| Barcode-1                  | 5'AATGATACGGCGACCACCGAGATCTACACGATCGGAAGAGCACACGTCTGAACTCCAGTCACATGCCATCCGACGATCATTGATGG 3'  |
| Barcode-2                  | 5'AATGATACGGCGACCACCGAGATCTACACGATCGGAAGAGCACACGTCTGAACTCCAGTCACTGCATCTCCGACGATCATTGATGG 3'  |
| Barcode-4                  | 5'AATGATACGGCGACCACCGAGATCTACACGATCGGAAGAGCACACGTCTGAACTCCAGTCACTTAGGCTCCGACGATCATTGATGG 3'  |
| Barcode-5                  | 5'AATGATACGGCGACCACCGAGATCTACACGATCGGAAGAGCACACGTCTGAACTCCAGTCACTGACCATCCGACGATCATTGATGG 3'  |
| Barcode-6                  | 5'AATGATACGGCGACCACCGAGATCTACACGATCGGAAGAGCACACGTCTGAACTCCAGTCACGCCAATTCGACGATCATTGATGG 3'   |
| Barcode-7                  | 5'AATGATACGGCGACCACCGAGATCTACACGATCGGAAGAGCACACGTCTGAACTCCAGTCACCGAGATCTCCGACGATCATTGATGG 3' |
| Barcode-8                  | 5'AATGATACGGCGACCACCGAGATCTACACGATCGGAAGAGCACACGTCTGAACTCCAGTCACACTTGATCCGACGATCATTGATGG 3'  |
| Barcode-9                  | 5'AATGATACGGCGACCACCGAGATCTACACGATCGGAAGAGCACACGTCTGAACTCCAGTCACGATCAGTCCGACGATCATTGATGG 3'  |
| Barcode-10                 | 5'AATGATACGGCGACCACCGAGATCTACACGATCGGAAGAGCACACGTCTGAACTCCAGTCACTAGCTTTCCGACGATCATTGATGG 3'  |
| Sequencing primer          | 5'TCCGACGATCATTGATGGTGCCTACAG 3'                                                             |
| RPL3_forward               | 5' GGGTTACAAG GCTGGTATGA 3'                                                                  |
| RPL3_reverse               | 5' ACAACGACAACCTGGTGGAGT 3'                                                                  |
| PGK1_forward               | 5' GCGTGTCTTC ATCAGAGTTG 3'                                                                  |
| PGK1_reverse               | 5'AGTGAGAAGCCAAGACAACG 3'                                                                    |
| RPB3_Cterm_FLAG_Forward    | 5'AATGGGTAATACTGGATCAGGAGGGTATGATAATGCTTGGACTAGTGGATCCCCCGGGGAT 3'                           |
| RPB3_Cterm_FLAG_Reverse    | 5'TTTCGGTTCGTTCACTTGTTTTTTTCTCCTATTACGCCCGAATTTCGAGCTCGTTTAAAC 3'                            |
| SPT5-Cterm-FLAGtag-Forward | 5'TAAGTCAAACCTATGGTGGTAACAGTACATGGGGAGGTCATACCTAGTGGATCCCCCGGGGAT 3'                         |
| SPT5_Cterm_FRBtag_Forward  | 5'TAAGTCAAACCTATGGTG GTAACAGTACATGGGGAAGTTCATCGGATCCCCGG GTTAATTAA 3'                        |
| SPT5-Cterm-tag-Reverse     | 5'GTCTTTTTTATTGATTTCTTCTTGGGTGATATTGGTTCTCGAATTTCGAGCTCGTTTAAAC 3'                           |
| SUA7_Cterm_FLAG_Forward    | 5'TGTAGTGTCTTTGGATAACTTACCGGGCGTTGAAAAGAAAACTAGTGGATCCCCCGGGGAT 3'                           |
| SUA7_Cterm_FLAG_Reverse    | 5'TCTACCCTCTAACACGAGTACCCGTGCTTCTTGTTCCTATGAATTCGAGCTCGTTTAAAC 3'                            |
| SPT4-Cterm-FRBtag-Forward  | 5'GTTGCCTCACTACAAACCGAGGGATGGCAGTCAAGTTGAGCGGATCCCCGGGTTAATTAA 3'                            |
| SPT4-Cterm-tag-Reverse     | 5'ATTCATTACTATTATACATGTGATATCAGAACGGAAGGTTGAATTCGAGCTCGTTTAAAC 3'                            |

How the deposited data were processed for this re-analysis (not part of the article)

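RNA was measured by RNA-seq in WT and spt4Δ cells (2 libraries each) and in anchor-away strains treated with DMSO (1 library of each of 2 strains), with rapamycin for depletion of Spt4 (Spt4-AA, 2 libraries) and with rapamycin for depletion of Spt5 (Spt5-AA, 2 libraries). The NET-seq, TEF-seq, MNase-seq and ChIP-seq libraries of the study were not analysed here.

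The authors deposited 3 tables of normalized counts, one per comparison, in the unit of a signal, and 3 tables of their own DESeq2 comparisons. In the deposited signal each library's read counts per gene had been divided by one factor per library. The factors were not those that equalize the S. cerevisiae genes of the table, since the median ratio of a library to the geometric mean of its table ranged from 0.499 to 2.16. The mean over the 4 libraries of a table equalled the mean in the deposited DESeq2 table of the same comparison. The log2 fold changes and their errors, the score of the Wald test and the p-values in the deposited DESeq2 tables are the authors' own values. The paper's text does not name the aligner, the counter, the annotation or the source of the size factors for RNA-seq. The deposited tables list 5572, 4835 and 4835 genes, of which 255, 119 and 119 were not found in the annotation of R64 and were left out where a length or a position was needed. All columns of per-sample values were used.

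The step of 1 read was taken as the lowest value above 0 of each library, and 100% of values were whole multiples of it. Between 798455 and 6814227 reads per library were recovered. A value of 0 in a library allows up to 3 counts. Counting error and these limits cover the reads only, since molecular identifiers are not used here.

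The main test was limma (version 3.58.1, R 4.3.3) with an intensity trend on log2(normalized count + 1), two-sided, with Benjamini-Hochberg adjustment, over genes with a mean of at least 10 normalized counts over the libraries of the table. It understates the change of genes with low counts. A gene was called at an adjusted p under 0.05. Samples were grouped by the labels of the libraries and the paper, the libraries of each comparison were fitted alone, and no term for replicate number was in the model. Fold changes were also computed after rescaling each library to the same total or by its median ratio to the mean library. On the recovered reads, edgeR (version 4.0.16, quasi-likelihood test with TMM) and DESeq2 (version 1.42.0) were run as alternatives. Adjusted p-values that DESeq2 gives as NA were left as NA. With the authors' size factors in DESeq2, an alternative chosen after the data were examined, the same 30, 742 and 4155 genes were called as in the authors' deposited tables. Gene sets were tested with camera and with fry, over 4 lists in 3 comparisons with adjustment over the 12 tests. The correlation between genes in camera was its preset value and was not estimated from these libraries. The lists were the TFIIH subunits, the other factors named in Figure 3C, ribosomal protein genes (symbols that begin RPL, RPS or RPP) and genes with an intron in the annotation. Lengths, introns and positions came from the R64 annotation. Genes similar to a named gene were searched with BLAST+ (version 2.17.0). Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

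The main test was checked on simulated counts with genes changed by known amounts, and recovered 92.4% of 198 changed genes among 5189 in the design of spt4Δ, 95.5% of 199 among 4667 in that of Spt4-AA and 98.5% of 200 among 4660 in that of Spt5-AA. Each simulated library was scaled by the factor it was drawn with, so that no difference in level was left between replicates. The real spt4Δ replicates differed in level (median log2 fold change 1.54 in replicate 1 and 0.14 in replicate 2). The share recovered for spt4Δ therefore does not give the power of the real comparison. The 2 anchor-away comparisons share their DMSO libraries. The similarity this alone gives was obtained from 100 simulated sets of unchanged groups drawn from negative binomial counts at the DMSO means.

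The genes named are those the paper deletes, tags or measures by qPCR and, for each comparison, the 3 with the largest rise and the 3 with the largest fall among genes that were called, had a mean of at least 50 normalized counts in one group and had no overlap between the groups. SER33 was added as the gene most similar to SER3. The alternatives are a pseudocount of 0.1 or 10, no filter or a mean of at least 100 normalized counts, both rescalings, edgeR, DESeq2, the replicate number as a block for WT and spt4Δ, and each library left out in turn. These tests, gene lists and alternatives were set before the data were examined, except where the text says otherwise. With groups of 2, no other splits of the libraries and no outlier test within groups were run.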

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

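The paper does not report on the RNA-seq libraries, and the overall level of transcripts in each of the 3 comparisons lay further from 0 than the difference between the control libraries. The tests on the scaling of one library and on sequencing depth were chosen after the results were seen.

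In spt4Δ the median log2 fold change over 5283 genes was 0.83, against a median difference of 0.00453 between the WT replicates, and 97.9% of genes were higher than in WT. One library decides this value. Replicate 1 had a median of 1.54 and replicate 2 a median of 0.14, so that without replicate 1 the median was 0.14, and 95.9% of genes lay within 2-fold of WT. Sequencing depth does not account for it, since replicate 1 had 1.07 times the reads of replicate 2 and 3.33 times its normalized sum. The scaling of one library and a larger amount of RNA in that culture cannot be told apart: replicate 2 lay at 0.14, and the counts of the S. pombe cells are not analysed here. A single factor is not the whole difference between the spt4Δ replicates, since the interquartile range of their difference over genes with a mean of at least 100 normalized counts was 0.719 on the log2 scale, against 0.278 between the WT replicates. The deletion of SPT4 stays open as an explanation of the rise in replicate 1, and replicate 2 does not show a rise of that size.

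In Spt4-AA the median log2 fold change over 4685 genes was -0.28, with -0.29 in replicate 1 and -0.27 in replicate 2, against a median difference of 0.0887 between the DMSO libraries, and 25.4% of genes were higher. The fall depends on the authors' scaling. With each library rescaled to the same total, which takes out any change in the sum, the median was 0.14. Depletion of Spt4, rapamycin and the later harvest changed together in this comparison, and no test of the overall level separated them.

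In Spt5-AA the median log2 fold change over 4673 genes was -1.84, with -1.92 in replicate 1 and -1.76 in replicate 2, against a median difference of 0.0932 between the DMSO libraries, and 15.6% of genes lay within 2-fold of DMSO. Both Spt5-AA libraries had fewer reads than both DMSO libraries (log2 ratio of the means -1.03). Their size factors were larger (log2 ratio of the means 0.95), and the fall in the normalized sums is made up of both. Size factors that follow sequencing depth would be smaller in libraries with fewer reads, which argues against depth alone. Whether the factors are right cannot be told here, since their source is not named and the S. pombe reads are not analysed. With each library rescaled to the same total, which takes out any change in the sum, the median was 0.11. Within Spt5-AA, replicate 2 had 1.43 times the reads of replicate 1 and 1.03 times its normalized sum. The fall was not carried by a few genes: without the 100 genes of highest mean the log2 ratio of the normalized sums was -1.93, against -1.98 with them. It was not confined to genes near the detection floor, since the median log2 fold change of the 281 genes with the highest mean was -2.62. The scaling of the libraries by the authors and the effects of rapamycin and of the time of harvest stay open beside the depletion of Spt5. After rescaling by the median ratio, which sets the overall change to about 0, 2519 genes were called, 1225 of them higher.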

How the results depend on the processing

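DESeq2 with the deposited size factors, fry after rescaling and the crossed replicate numbers were chosen after seeing the data. So was the test of intron-containing genes other than ribosomal protein genes. The correlation of Spt4-AA and Spt5-AA with a DMSO library of its own for each was also chosen then. Where a result changed below, the cause was not tested unless it is given.

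In spt4Δ, 13 genes were called (12 higher, or 92.3%). With rescaling to the same total 14 were called, of which 2 were among the 13. There were 54 after rescaling by the median ratio (64.8% higher, 5 shared), 46 with edgeR (69.6% higher, 5 shared), 108 with DESeq2 (65.7% higher, 7 shared), 30 with DESeq2 and the deposited size factors (6 shared) and 3 among the 4189 genes with a mean of at least 100 normalized counts. In Spt4-AA, 1022 genes were called (13.9% higher), against 671 with the same total (72.9% higher, 324 shared in direction), 466 with the median ratio (51.9% higher, 364 shared), 459 with edgeR (53.8% higher, 353 shared) and 468 with DESeq2 (51.9% higher, 363 shared). In Spt5-AA, 4351 genes were called (2.55% higher), against 2501 with the same total (55.3% higher, 1230 shared), 2519 with the median ratio (48.6% higher, 1405 shared), 2621 with edgeR (49.2% higher, 1443 shared), 1943 with DESeq2 (47.7% higher, 1127 shared) and 2597 among the 2650 genes with a mean of at least 100 normalized counts, where fewer genes were tested. The other pseudocounts and no filter left these counts within 1.5 times. With each library left out in turn, the 13, 1022 and 4351 genes kept their direction. No test was run on these fits, which leave 1 library in a group.

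The median log2 fold change of Spt4-AA (-0.28) was 0.14 with the same total, 0.0116 with the median ratio, -0.31 at a mean of at least 100 normalized counts and -0.25 with a pseudocount of 10, and from -0.33 to -0.24 across the 4 fits that each left out one library. The share of genes within 2-fold (92.6%) was 94.5%, 95.0%, 92.3% and 94.6% in the same order, and from 89.7% to 92.5% with a library left out. In Spt5-AA the median (-1.84) was 0.11 with the same total, 0.00685 with the median ratio, -2.09 at a mean of at least 100 and -1.61 with a pseudocount of 10, and the share within 2-fold (15.6%) was 74.6%, 74.8%, 9.77% and 21.1%. Rescaling by the median ratio sets the median near 0 by construction.

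Spearman's rho of length and log2 fold change in spt4Δ (-0.108) ran from -0.163 to 0.0346 with a library left out, and the positive value is that without spt4Δ replicate 1. In Spt4-AA (-0.111) it ran from -0.139 without Spt4-AA replicate 1 to -0.0600 without Spt4-AA replicate 2. In Spt5-AA (0.00157) it was 0.120 at a mean of at least 100 normalized counts and -0.0421 with a pseudocount of 10, and ran from -0.00745 to 0.0100 with a library left out, the lowest being that without Spt5-AA replicate 1. With a library left out, Pearson's r across genes ran from 0.448 to 0.661 for spt4Δ and Spt4-AA (0.635 with all), from 0.174 to 0.553 for spt4Δ and Spt5-AA (0.397; 0.174 without spt4Δ replicate 2) and from 0.550 to 0.682 for Spt4-AA and Spt5-AA (0.666). It was 0.586 for the latter with a DMSO library of its own for each.

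With fry in place of camera, the adjusted p in spt4Δ was 0.502 for ribosomal protein genes and 0.443 for intron-containing genes, and in Spt5-AA 0.00512 for the RNAPII factors and 0.00429 for TFIIH; fry tests the change itself and not that relative to other genes. With fry after rescaling by the median ratio it was 0.0569 for intron-containing genes in spt4Δ and for both ribosomal protein and intron-containing genes in Spt4-AA. For intron-containing genes other than ribosomal protein genes, the adjusted p from camera was 0.831 in spt4Δ, 0.740 in Spt4-AA and 0.320 in Spt5-AA.

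SPT4 in Spt4-AA (log2 fold change -0.35) was 0.0756 with the same total. Among the named genes, 14 other values moved, 8 were weaker (MOH1 and BRP1 in spt4Δ), 5 were stronger (SER3 in spt4Δ) and 197 stayed as they were. For WT and spt4Δ the replicate block called 10 genes, 9 of them among the 13. Libraries with the same number did not deviate together (Pearson's r -0.261 across genes), so that they share only a number. With the spt4Δ numbers crossed, the block called 7 genes. No paired analysis was possible because the DMSO libraries of the anchor-away strains carry no replicate number. Depth limits most the genes with few reads in Spt5-AA replicate 1, with a median of 55 reads per gene.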

Differences from the paper's values

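The paper states no RNA-seq value that could be set beside those computed here. It states, with reference to an earlier study, that overall levels of transcripts stay as they are in spt4Δ cells. In the RNA-seq libraries of WT and spt4Δ, the median log2 fold change was 0.83 over both spt4Δ replicates, with 0.14 in replicate 2 alone. Of the alternatives set before the data were examined, leaving out spt4Δ replicate 1 gave 0.14. Rescaling to the same total gave 0.0226, rescaling by the median ratio gave -0.0132, edgeR on recovered reads gave 0.0129 and DESeq2 on recovered reads gave 0.00880. Both rescalings, edgeR and DESeq2 bring the libraries to about the same level, so their values lie near 0 by construction. They do not bear on whether the level of transcripts changed. The other alternatives left the median between 0.79 and 1.54.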

Other observations

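The test of genes shared by both depletions and the test of scaling at SER3 were chosen after the results were seen.

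In spt4Δ, 13 of 5283 genes were called by limma (263 at an unadjusted p under 0.05), 12 of them higher. The largest rises were those of PDC5 (log2 fold change 5.97, adjusted p = 1.13e-06), MOH1 (3.45) and BRP1 (3.43), and SPT4 was the 1 gene called lower. MOH1 and BRP1 had fewer than 10 normalized counts in each WT library. PDC5 was also higher in Spt4-AA (1.85) and in Spt5-AA (2.25), where it was not chosen by the rule for named genes. Its most similar gene is PDC6, with 74.7% identity. In Spt4-AA, the largest changes were rises of GAD1 (3.05), SER3 (2.85) and UBI4 (2.74) and falls of PHO89 (-3.68), PHM6 (-3.24) and HXT1 (-2.66). In Spt5-AA they were rises of HSP12 (7.11), TMA10 (4.66) and GAD1 (4.05) and falls of PHM6 (-5.25), RPS28B (-5.19) and DSE2 (-4.80). Reads of UBI4, HXT1 and RPS28B are uncertain where the counting split them with the similar genes RPS31, HXT3 (84.6% identity) and RPS28A (88.7%). All of these kept their direction after rescaling by the median ratio, but MOH1 and BRP1 were then no longer called (adjusted p = 0.128 and 0.0904 from limma).

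SER3 rose in Spt4-AA and in Spt5-AA (2.46). In spt4Δ its log2 fold change was 4.19 with an adjusted p of 0.0955 from limma, and 3.34 with an adjusted p of 1.30e-04 after rescaling by the median ratio. Both spt4Δ libraries, with 24740 and 6960 normalized counts, lay above both WT libraries, with 718 and 719. The scaling of the libraries does not account for the rise, since the smaller of its log2 fold changes in spt4Δ and Spt4-AA after rescaling was 3.15. Reads shared with SER33, which has 85.6% identity, do not account for it either, since the larger of the rescaled log2 fold changes of SER33 was 0.0903. SER3 overlaps SRG1, a noncoding RNA on the same strand that is not analysed here. A hypothesis is that loss of Spt4 raises SER3, and reads from SRG1 stay open as another explanation.

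Ribosomal protein genes lay below the median gene in each comparison. Relative to it, their median log2 change was -0.25 in spt4Δ (adjusted p = 1.25e-09 from camera, 92.7% of 137 genes lower), -0.54 in Spt4-AA (1.24e-18, 100% of 135 genes) and in Spt5-AA -1.52 in replicate 1 and -1.41 in replicate 2 (5.92e-20, 96.3% of 135 genes). It was below 0 in both replicates of each comparison. Under the authors' scaling fry tests the change itself and not that relative to the median gene (adjusted p = 0.502 in spt4Δ, 0.0384 in Spt4-AA and 0.00429 in Spt5-AA). After rescaling by the median ratio, chosen after seeing the data, fry gave 0.00716 in spt4Δ, 0.0569 in Spt4-AA and 0.00220 in Spt5-AA, with the genes lower in each. The p-values from camera rest on a preset correlation between genes, and are too small if ribosomal protein genes vary together more than that. Adjusted over the list alone, 0, 126 and 135 of these genes were called, against 0, 99 and 135 over all genes. In Spt5-AA, reads shared between paralogs do not account for the fall, since the 77 ribosomal protein genes without a near-identical gene had a relative median of -1.45. Short length does not account for it, since these genes lay below 279 other genes matched on length and mean count by a log2 difference of -1.28. Rapamycin and the time of harvest were not separated from depletion here, so that slower growth stays open beside loss of the factor. The anchor-away strains carry tor1-1 and lack FPR1 (Table S3). The paper used rapamycin-treated No-FRB cells as a control in NET-seq, whereas no RNA-seq library of such cells is among those analysed here. Intron-containing genes had adjusted p-values of 0.00785, 0.00145 and 1.46e-07 from camera in spt4Δ, Spt4-AA and Spt5-AA, and without ribosomal protein genes of 0.831, 0.740 and 0.320. The TFIIH subunits (0.702, 0.514 and 0.271) and the other factors of Figure 3C (0.702, 0.702 and 0.0994) did not stand apart from other genes. Adjusted over the list alone, 0, 0 and 8 TFIIH genes, 0, 3 and 35 of the other factors and 0, 105 and 210 intron-containing genes were called, against 0, 1 and 8, 0, 5 and 35, and 0, 89 and 210 over all genes.

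The log2 fold changes correlated across genes, which are not independent replicates, between spt4Δ and Spt4-AA (Pearson's r 0.635, Spearman's rho 0.627), between spt4Δ and Spt5-AA (0.397 and 0.337) and between Spt4-AA and Spt5-AA (0.666 and 0.594). Spt4-AA and Spt5-AA share their DMSO libraries. In 100 simulations of unchanged groups this alone gave r from 0.588 to 0.639 and rho from 0.560 to 0.602. Noise made all of the simulated fold changes, and the real ones were wider. After rescaling by the median ratio 74.8% of genes in Spt5-AA lay within 2-fold, against 99.3% between the DMSO libraries. The simulated ranges therefore cannot say how much of the observed r and rho comes from shared libraries. With a DMSO library of its own for each comparison r was 0.586, against -0.0432 to 0.0441 in the simulations, which argues against shared libraries as the whole cause. Genes that moved in Spt4-AA also moved in spt4Δ cells, which had no rapamycin. There the median log2 fold change of the 242 genes called higher in Spt4-AA after rescaling by the median ratio lay 0.95 above that of the 224 called lower (0.89 and 0.99 in the replicates, 0.16 between the WT replicates). For the 208 genes that rose and the 197 that fell in both depletions the difference was 0.97 (0.87 and 1.05, against 0.15). This argues against rapamycin, the solvent and the time of harvest as the whole cause, unless the same genes respond in spt4Δ for a separate reason. A hypothesis is that part of the change shared by the depletions comes from the loss of Spt4 function. Slower growth in deletion and depletion alike was not tested and stays open as another explanation.

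If RNAPII were less processive and RNA turnover stayed the same, longer genes would be expected to lose more RNA. The paper infers lower processivity from NET-seq over the first part of genes, and states that slower transcript turnover must balance it. RNA level against gene length is therefore no direct test of the paper's inference. Spearman's rho of length and log2 fold change was -0.108 in spt4Δ over 5132 genes, with -0.163 and 0.0346 in the replicates, against -0.192 between the WT replicates, so that no relation beyond replicate noise was seen. In Spt4-AA it was -0.111 over 4610 genes, with -0.0600 in replicate 1 and -0.139 in replicate 2, against -0.0374 between the DMSO libraries and -0.0816 between the Spt4-AA replicates. The partial rho given GC content and mean count was -0.0790 (-0.0529 between the DMSO libraries). Longer genes thus lay lower in both replicates, by less in replicate 1 than the difference between the replicates, and rapamycin and the time of harvest changed with the depletion, so that what it comes from stays open. In Spt5-AA it was 0.00157. In Spt5-AA the partial rho was 0.0272 given GC content and 0.0909 given GC content and mean count, against -0.0552 for the latter between the DMSO libraries. The larger value appears only with the mean count held fixed as well, and the rho of mean count and log2 fold change was -0.389. At a mean of at least 100 normalized counts the plain rho was 0.120, and what it comes from stays open.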
